# Lysine Deprivation Suppresses Adipogenesis in 3T3-L1 Cells: A Transcriptome Analysis

**DOI:** 10.3390/ijms24119402

**Published:** 2023-05-28

**Authors:** Leo Man-Yuen Lee, Zhi-Qiang Lin, Lu-Xi Zheng, Yi-Fan Tu, Yik-Hing So, Xiu-Hua Zheng, Tie-Jun Feng, Xi-Yue Wang, Wai-Ting Wong, Yun-Chung Leung

**Keywords:** lysine deprivation, amino acid depletion, adipogenesis inhibition, anti-obesity

## Abstract

Growing evidence proves that amino acid restriction can reverse obesity by reducing adipose tissue mass. Amino acids are not only the building blocks of proteins but also serve as signaling molecules in multiple biological pathways. The study of adipocytes’ response to amino acid level changes is crucial. It has been reported that a low concentration of lysine suppresses lipid accumulation and transcription of several adipogenic genes in 3T3-L1 preadipocytes. However, the detailed lysine-deprivation-induced cellular transcriptomic changes and the altered pathways have yet to be fully studied. Here, using 3T3-L1 cells, we performed RNA sequencing on undifferentiated and differentiated cells, and differentiated cells under a lysine-free environment, and the data were subjected to KEGG enrichment. We found that the differentiation process of 3T3-L1 cells to adipocytes required the large-scale upregulation of metabolic pathways, mainly on the mitochondrial TCA cycle, oxidative phosphorylation, and downregulation of the lysosomal pathway. Single amino acid lysine depletion suppressed differentiation dose dependently. It disrupted the metabolism of cellular amino acids, which could be partially reflected in the changes in amino acid levels in the culture medium. It inhibited the mitochondria respiratory chain and upregulated the lysosomal pathway, which are essential for adipocyte differentiation. We also noticed that cellular interleukin 6 (IL6) expression and medium IL6 level were dramatically increased, which was one of the targets for suppressing adipogenesis induced by lysine depletion. Moreover, we showed that the depletion of some essential amino acids such as methionine and cystine could induce similar phenomena. This suggests that individual amino acid deprivation may share some common pathways. This descriptive study dissects the pathways for adipogenesis and how the cellular transcriptome was altered under lysine depletion.

## 1. Introduction

Obesity is a severe public health challenge in the 21st century, and its prevalence is increasing at an alarming rate [1]. It has also been associated with many other metabolic disorders, including diabetes, cardiovascular diseases, and hypertension, leading to a poor quality of life and a severe social burden [2]. One key factor contributing to the fat mass expansion is excessive nutrients, especially fat and carbohydrates. However, increasing evidence has shown that dietary protein and levels of individual amino acids are also crucial for adipogenesis and energy expenditure [3,4,5]. There is growing interest in controlling body weight via regulating dietary micronutrient levels, especially essential amino acids (EAAs). There are nine EAAs: histidine, isoleucine, leucine, lysine, methionine, phenylalanine, threonine, tryptophan, and valine. Research showed that histidine, leucine, lysine, threonine, and tryptophan supplementation could reduce body weight gain and visceral fat deposition in diet-induced obese rats [6,7,8,9,10]. In contrast, a depletion of all nine EAAs individually in the diet, similarly, could reduce body fat mass. The depletion of some EAAs could even lower glucose and triglyceride levels, and improve insulin sensitivity in normal and obese mouse models [3,11,12]. These paradoxical effects of amino acid imbalance on obesity prevention are still not fully understood.

Adipogenesis occurs when the body is overloaded with nutrients, contributing to a positive energy balance. It is a multi-step process involving stem cells’ differentiation into mature, lipid-containing adipocytes [13]. There are two phases of adipogenesis, determination and terminal differentiation. The determination step is the process of mesenchymal stem cells committing to the preadipocytes, while terminal differentiation starts when preadipocytes differentiate into mature adipocytes. Peroxisome proliferator-activated receptor gamma (PPARg) and CCAAT-enhancer-binding protein alpha (C/EBPa) are known to be central to white adipose tissue adipogenesis [14]. Other signaling pathways in the regulation of adipogenesis have been identified, such as activation of insulin-like growth factor 1 (IGF1) [15,16], cyclic adenosine monophosphate (cAMP) [17], and bone morphogenetic proteins (BMPs) signaling [18]. In contrast, inhibitory effects were observed from transforming growth factor beta (TGFb) signaling [19], WNT signaling [20], and retinoblastoma protein (Rb) signaling [21]. The presence of branched-chain amino acids (BCAA), including leucine, isoleucine, and valine, has been proven essential for driving adipogenesis in 3T3-L1 cells as they serve as a source of acetyl-coenzyme A for lipogenesis [22,23]. The inhibition of BCAA catabolism obstructs adipogenesis. However, the effect of other essential amino acids on the adipogenic process has rarely been studied. L-lysine is an essential amino acid that plays a vital role in anxiogenic behavior in humans and rodents [11,24]. Interestingly, the effect of lysine depletion on adipogenesis is controversial, particularly species-specific. Low lysine treatment stimulates bovine stromal vascular cells and intramuscular preadipocyte adipogenesis [25,26]. In mice, low lysine concentrations suppress adipogenesis in 3T3-L1 preadipocytes via the inhibition of PPARg [27], and the underlying mechanisms of lysine-deprivation-induced transcriptome changes in adipocyte differentiation have not been solved.

We herein performed RNA sequencing on 3T3-L1 preadipocytes in different statuses, including undifferentiated, differentiated, and differentiated with lysine depletion (Figure 1A). The transcriptome data were compared among groups with Kyoto Encyclopedia of Genes and Genomes (KEGG) database enrichment to screen out possible pathways induced by lysine deprivation and distinguish which pathways were critical for adipogenesis, and which pathways were triggered by the differentiation process but were irrelevant to the adipogenic process. We also discovered that the suppression of adipogenesis is not limited to lysine depletion but also applies to other essential amino acids such as methionine and cystine.

## 2. Results

### 2.1. Lysine Deprivation Suppressed Adipogenesis

To examine the effect of lysine starvation on 3T3-L1 cell differentiation, cells were cultured in a differentiation medium containing dexamethasone (Dex), 3-isobutyl-1-methylxanthine (IBMX), rosiglitazone (Rosig), and insulin in the presence or absence of 800 μM lysine (Figure 1A). Oil-Red O (ORO) staining was performed 3 days after the differentiation, demonstrating that the adipogenesis process was significantly inhibited in cells treated with lysin-deficient medium (Figure 1B). Coherent with the suppressed differentiation, the expressions of adipogenic and lipogenic genes such as fatty acid synthase (FASn), stearoyl-coenzyme A desaturase (SCD1), sterol regulatory element binding transcription factor 1 (SREBF1), and PPARg were found to be dramatically downregulated (Figure 2C,D). Cell viability assay demonstrated that there was no difference between cells cultured in normal and lysine-free medium (Figure 1C), proving that the suppression of adipogenesis is not related to reduced cell number. We also confirmed that cells could respond to lysine in a dose-dependent manner (Figure 1D), suggesting that cells sense the level of lysine in the environment. To ensure the absence of lysine in the culture medium, we measured the levels of major amino acids in the medium before and after lysine-free treatment using mass spectrometry. The lysine concentration in the lysine-free medium was ~19 μM before adding the cells (less than 3% of the normal concentration), and the level dropped to ~1 μM after 3 days of culture (around 0.2% against the control group without lysine depletion). We, hence, defined it as a lysine-free group. The absolute quantification of the amino acids and changes in individual amino acids in the medium was summarized in (Figure 1E and Supplementary Figure S1). Surprisingly, we found that the amino acid levels in the medium were dramatically distorted when cells were cultured in a lysine-depleted medium, suggesting a disruption of amino acid metabolism. Results showed that lysine was constantly absent in the medium before and after treatment. Other than the depletion of lysine, amino acids including glycine, asparagine, alanine, proline, aspartic acid, and glutamic acid were dramatically increased after 3 days of the absence of lysine (Supplementary Figure S1B). The concentrations of arginine, histidine, isoleucine, leucine, methionine, and valine in the medium were not greatly altered after the lysine-free culture, yet the control group consumed these amino acids in the medium. Meanwhile, the levels of glutamine, serine, and cystine were the same as in the control group and had not been altered (Supplementary Figure S1B). These results indicated the induction of a global alteration in amino acid metabolism or excretion via single amino acid deprivation.

### 2.2. Transcriptome Profile of the 3T3-L1 Cells

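3T3-L1 is a mouse preadipocyte line that forms lipid-filled adipocytes in a hormonal differentiation medium. Total RNA was sequenced from cells at 3 days after confluence that were left undifferentiated (Undifferentiated), from cells kept for 3 days in differentiation medium with 800 μM lysine added (Differentiated), and from cells kept for the same time in differentiation medium with 0 μM lysine added (Lysfree), which by the paper's measurement still held traces of it. The medium held 1 μM dexamethasone, 0.5 mM 3-isobutyl-1-methylxanthine, 1 μM rosiglitazone and 10 μg/mL insulin. Each group had n = 3 libraries, 9 in all, made from poly A enriched RNA and sequenced as paired-end reads. The authors mapped the cleaned reads to the mouse genome mm10 (GRCm38) with HISAT2 and deposited the number of reads counted on each of 54532 genes, without normalization, and a second table in fragments per kilobase scaled to the library total (FPKM). The paper's text does not name the counting tool, the strand setting or the annotation release, so reads of overlapping genes could be assigned to either gene. In each library the FPKM equalled the count divided by gene length and library total, times a single constant between 0.932 and 1.04. Levels of single genes are given in these deposited FPKM. Differences between groups were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, separately for the 6 libraries of each comparison, over all genes with a count above 0 in any of them. Genes with an at least 2-fold change and a Benjamini-Hochberg adjusted p under 0.05, the paper's thresholds, were taken as differentially expressed genes (DEGs). The standard error of a log2 fold change was recovered from the fold change and its F statistic. The test, the normalization, the filter on low counts and the replicates included were each varied in turn.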

To unveil the underlying mechanism of how lysine deprivation inhibited adipogenesis, we performed RNA sequencing on cells in the undifferentiated group (Undifferentiated), differentiated group (Differentiated), and the differentiated group treated under lysine-free condition (Lysfree), with n = 3 for each group. 

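The counts summed to between 15880144 and 21806693 per library in the Undifferentiated group (median 21058045), between 16044046 and 19223863 in the Differentiated group (median 16687024) and between 16754573 and 18089153 in the Lysfree group (median 17784064). Over the 9 libraries the mean was 18.1 M counts on genes, against the paper's average of 45.32 M raw reads of paired-end libraries, and all values used here rest on the counts. Between 18442 and 19536 genes had a count above 0 in a library. A count of 3, taken as the floor below which a gene is not told from 0, corresponded to 0.156 to 0.174 CPM (counts scaled by library size, edgeR's cpm) in the 3 groups.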

An average of 45.32 million raw reads were generated from the samples (ranging from 39.86 million to 54.72 million), while the average clean reads were 44.4 million. From a stringent quality check, >93% of the obtained reads had a quality score of ≥Q30. The heatmap (Figure 2A) and PCA plot (Figure 2B) of all samples proved that the samples were highly consistent within groups and distinctly separated among treatment groups. 

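Over the 14195 genes that passed edgeR's expression filter, log2 CPM correlated across genes with r = 0.991 to 0.992 between Undifferentiated libraries, 0.992 between Differentiated libraries and 0.982 to 0.993 between Lysfree libraries, and with r = 0.887 to 0.940 between libraries of different groups. Genes are not independent replicates, and no p is attached to these values. The first 2 principal components held 57.9% and 31.4% of the variance. On these 2 components, the smallest distance between libraries of different groups was 7.78 times the largest distance between libraries of the same group. This ratio moved most, to 15.6, with the 500 most variable genes alone. No pair of libraries was a duplicate, since every pair within a group differed by more than counting noise (chi-square per degree of freedom 2.76 to 44.4). Lysfree 1 lay apart from the other Lysfree libraries. The pairs with Lysfree 1 had chi-square values of 43.3 and 44.4 per degree of freedom, against 2.76 for Lysfree 2 and 3, and 265 of 10182 genes deviated more than 2-fold in Lysfree 1 from the mean of the other 2 libraries.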

Adipogenic and lipogenic genes, including FASn, SCD1, SREBF1, and PPARg, were chosen as a quality control against qPCR (Figure 2C). These critical genes that were quantified by RNAseq were in high coherence with the data from the qPCR in magnitude, and all genes were significantly suppressed under lysine deprivation (Figure 2D). 

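Fasn (ENSMUSG00000025153, chromosome 11, 120805846 to 120824547) was at 115 ± 3.75 FPKM (SD, n = 3) in the Differentiated group and 22.0 ± 0.736 FPKM in the Lysfree group, against 23.2 ± 0.957 FPKM in the Undifferentiated group. Scd1 (ENSMUSG00000037071, chromosome 19, 44394451 to 44407709) went from 14.2 ± 1.31 FPKM in Undifferentiated cells to 566 ± 18.7 FPKM in Differentiated cells and 10.4 ± 2.60 FPKM in Lysfree cells. For Srebf1 (ENSMUSG00000020538, chromosome 11, 60199089 to 60222581), which overlaps Rai1, the same groups gave 11.9 ± 0.127, 32.7 ± 0.746 and 10.6 ± 0.960 FPKM. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) was at 13.7 ± 1.21, 51.9 ± 2.02 and 8.47 ± 1.72 FPKM. Between the Lysfree and Differentiated groups, the log2 fold change was -2.32 (standard error 0.08, edgeR adjusted p = 2.3e-15) for Fasn and -5.70 (standard error 0.14, edgeR adjusted p = 5.8e-18) for Scd1. It was -1.56 (standard error 0.10, edgeR adjusted p = 2.2e-11) for Srebf1 and -2.55 (standard error 0.12, edgeR adjusted p = 2.9e-13) for Pparg. Every Lysfree library lay below every Differentiated library for all 4 genes. On differentiation, the log2 fold changes against Undifferentiated were 2.28 for Fasn, 5.29 for Scd1, 1.43 for Srebf1 and 1.89 for Pparg. Of the alternatives, leaving out Lysfree 1 moved Scd1 and Pparg most, to -5.94 and -2.75 against Differentiated. Of the 105 genes that the paper names, 90 had an edgeR adjusted p under 0.05 in Lysfree vs Differentiated when adjusted over all genes tested and 91 when adjusted over the list alone, a list that the study drew from these same libraries.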

The protein level of nuclear transcription factors SREBF1 and PPARg were quantified by Western blot (Supplementary Figure S2), and confirmed the same trend as the data from the RT-PCR and RNAseq.

### 2.3. Comparison between Differentiated and Undifferentiated 3T3-L1 Cells

The differentiated 3T3-L1 cells had 4864 differential expressed genes (DEGs), with 2544 genes downregulated and 2320 genes upregulated (Figure 3A). 

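In Differentiated vs Undifferentiated, 24402 genes were tested and 5329 were DEGs, 2545 higher and 2784 lower in Differentiated cells. Of the genes tested, 12388 had CPM values, after TMM normalization, that did not overlap between the 2 groups, which chance gives for 10% of genes with 3 libraries against 3. DESeq2, the paper's tool, called 4847 at the same thresholds (2324 higher, 2523 lower). The count moved most without the fold change threshold, to 11260 genes, and at unchanged thresholds with limma on log2(FPKM + 1), to 2726. The fit found no variation of the dispersion between genes beyond its trend in this comparison, and 286 genes had a p too small for the software to hold. The 5 DEGs with the largest fitted rises all had at most 3 counts in each Undifferentiated library, so that only a lower bound of their rise is known. Sprr1a (ENSMUSG00000050359, chromosome 3, 92483952 to 92485895) rose at least 121-fold and Arhgef37 (ENSMUSG00000045094, chromosome 18, 61493794 to 61536536) at least 60.0-fold. Nepn, the lincRNA Gm30918 and Sptbn5, which overlaps Pla2g4b, rose by at least 36.6-fold, 26.1-fold and 23.6-fold. Among the largest falls, Ogn (ENSMUSG00000021390, chromosome 13, 49608046 to 49624501) dropped from 332 ± 8.46 to 1.80 ± 0.166 FPKM (SD, n = 3), a log2 fold change of -7.56 (standard error 0.08, an edgeR adjusted p too small for the software to hold). Fbln7, Omd, which overlaps Cenpp, Itgbl1 and Smoc2 were the others, at 9.83 ± 0.366, 2.35 ± 0.135, 1.25 ± 0.167 and 8.86 ± 0.161 FPKM in Undifferentiated cells and 0.0367 ± 0.0385, 0.0171 ± 0.0150, 0.00997 ± 0.00864 and 0.0797 ± 0.0128 FPKM in Differentiated cells, where Omd and Itgbl1 were at the floor and Fbln7 had 0 to 4 counts per library.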

A KEGG pathways analysis showed that the differentiated cells had the most significant alteration in carbon metabolism and metabolic pathways, and mitochondria-related pathways (Figure 3B). A further analysis of the upregulated and downregulated DEGs individually demonstrated that most of the top altered pathways were upregulated. In the top 10 significantly enriched pathways (Figure 3B), 9 out of 10 were upregulated, and the only downregulated pathway was lysosome. Many of the upregulated pathways were metabolism-related, such as carbon, pyruvate, fatty acid metabolism, and mitochondria-correlated pathways that involved the TCA cycle and oxidative phosphorylation (Figure 3C). 

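KEGG gene sets were not used here. In their place, 26 lists of gene symbols written by hand were tested in each of the 3 comparisons, 78 tests in all, with limma's camera, which asks whether the genes of a list shift more than the other genes. The citrate cycle list had a median log2 fold change of 1.68 over 28 genes in Differentiated vs Undifferentiated (camera adjusted p = 1.2e-12), with 25 of them among the DEGs that were higher. For oxidative phosphorylation the median was 1.13 over 92 genes (camera adjusted p = 4.6e-13), and for fatty acid metabolism 1.17 over 48 genes (camera adjusted p = 2.2e-07). Glycolysis had a median of 1.90 over 21 genes (camera adjusted p = 2.7e-08), and the PPAR targets and adipocyte markers a median of 3.23 over 35 genes (camera adjusted p = 7.2e-13). By Fisher's exact test, one-sided and adjusted over 338 pairs of list and DEG set, the DEGs that were higher held 56 of 92 oxidative phosphorylation genes (adjusted p = 1.7e-21) and 26 of 48 fatty acid metabolism genes (adjusted p = 5.0e-09). Of the 78 camera tests, 44 had an adjusted p under 0.05, with the correlation between genes preset to 0.01. All 44 held under fry, which asks whether the genes of a list shift at all, and not whether they shift more than other genes. With 68 of the 78 tests passing under fry, this is a weak check. Only 1 call, ribosome biogenesis in Lysfree vs Undifferentiated, held when the correlation was estimated, the setting that moved the lists most. The Fisher tests with an adjusted p under 0.05 numbered 90, and 109 against a background of all genes with a count above 0.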

As demonstrated by the PPI network, the NADH:ubiquinone oxidoreductase subunit family (Nduf) was highly intercorrelated in several pathways, including Ndufb1, Ndufab1, Ndufb5, Ndufv1, Ndufv2, Ndufb8, Ndufa5, Ndufb6, Ndufc2, and Ndufs1, which were involved in the mitochondria respiratory chain (Figure 3E). 

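The complex I list, with every Nduf subunit found by symbol, had a median log2 fold change of 1.08 over 38 genes in Differentiated vs Undifferentiated (camera adjusted p = 8.1e-09), with 37 genes higher. Ndufs1 (ENSMUSG00000025968, chromosome 1, 63143596 to 63176833), which overlaps Eef1b2, rose from 11.2 ± 0.444 to 33.1 ± 0.558 FPKM (SD, n = 3), a log2 fold change of 1.54 (standard error 0.06, edgeR adjusted p = 1.2e-160). Ndufb6 (ENSMUSG00000071014, chromosome 4, 40270591 to 40279421) rose from 38.9 ± 6.31 to 147 ± 4.45 FPKM, a log2 fold change of 1.89 (standard error 0.07, edgeR adjusted p = 1.6e-149). The log2 fold changes of Ndufab1, Ndufb5, Ndufv1, Ndufv2, Ndufb8, Ndufa5 and Ndufc2 lay between 1.10 (Ndufb5) and 1.67 (Ndufc2), and all 7 were DEGs. Ndufb1 is listed as Ndufb1-ps (chromosome 12, 101968090 to 101977068), which overlaps Cpsf2, and its log2 fold change of 0.76 (standard error 0.08, edgeR adjusted p = 5.8e-20) stayed under the fold change threshold.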

The most enriched downregulated pathway was the lysosome pathway (Figure 3D), and surprisingly, PPI network analysis did not reveal any intercorrelation of the lysosome pathway with other pathways; instead, other intercorrelated pathways, including the Rap1 signaling pathway, PI3K-Akt signaling pathway, and AGE-RAGE signaling pathway, were found. 

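The lysosome list fell in Differentiated vs Undifferentiated, with a median log2 fold change of -0.88 over 94 genes (camera adjusted p = 3.4e-09), 73 genes lower and 21 higher. The DEGs that were lower held 45 of 94 of these genes (Fisher's exact test, adjusted p = 6.3e-11). The 11 lysosomal proteases had a median of -1.23 (camera adjusted p = 1.6e-04). The Reactome pathway for lysosome vesicle biogenesis, 20 genes that cover other parts of the organelle, did not shift (camera adjusted p = 0.83).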

Collagen and collagenase-related genes such as matrix metalloproteinase 9 (MMP9), MMP2, collagen type A1 (Colla1), and Colla2 (Figure 3F) were identified. These results suggested that the differentiation of 3T3-L1 dramatically activated metabolic pathways, especially carbon metabolism, which involved mitochondria, while the lysosome pathway was inhibited.

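Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) fell from 9.63 ± 0.761 FPKM (SD, n = 3) in Undifferentiated cells to 0.867 ± 0.183 FPKM in Differentiated cells, and Mmp2 (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) from 2009 ± 23.3 to 123 ± 2.38 FPKM. The log2 fold change was -3.49 (standard error 0.12, edgeR adjusted p = 3.5e-172) for Mmp9 and -4.05 (standard error 0.05, an edgeR adjusted p too small for the software to hold) for Mmp2. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) fell from 1887 ± 109 to 362 ± 8.38 FPKM, with a log2 fold change of -2.41 and an edgeR adjusted p too small for the software to hold. Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), which took the largest share of counts in every Undifferentiated library (1.53% to 1.68%), fell from 1282 ± 57.2 to 199 ± 3.58 FPKM, with a log2 fold change of -2.71 and an edgeR adjusted p too small for the software to hold. Over the 29 collagen chains the median was -1.85 (camera adjusted p = 0.0069), with 3 higher and 15 lower among the DEGs. The ECM-receptor list had a median of -0.58 over 57 genes, not past the threshold (camera adjusted p = 0.09), but past it with fry (adjusted p = 2.5e-04) and with the Reactome pathway (camera adjusted p = 7.4e-08), from 7.4e-08 to 0.48 over all alternatives. Lysfree cells had 0.125 ± 0.116 FPKM of Mmp9, 394 ± 17.3 FPKM of Mmp2, 327 ± 27.8 FPKM of Col1a1 and 393 ± 8.54 FPKM of Col1a2. Against Undifferentiated, the log2 fold changes in Lysfree were -6.24 for Mmp9, -2.30 for Mmp2, -2.48 for Col1a1 and -1.66 for Col1a2, all DEGs. The size of the Mmp9 fall is imprecise. Its log2 fold change ranged from -7.29 to -5.84 with 1 library left out and from -6.28 to -3.24 over the other alternatives.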

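Of the 26 lists, 15 shifted up and 3 shifted down in Differentiated vs Undifferentiated with a camera adjusted p under 0.05. The lists of cell division and of cholesterol synthesis genes were among those that shifted up. Acly (ENSMUSG00000020917, chromosome 11, 100476353 to 100528000), which makes cytosolic acetyl-CoA from citrate, rose from 36.4 ± 0.596 to 154 ± 1.96 FPKM (SD, n = 3), and Cyc1 (ENSMUSG00000022551, chromosome 15, 76343523 to 76346260), a subunit of complex III, from 63.1 ± 7.53 to 302 ± 8.38 FPKM. From the rise of the metabolic and mitochondrial pathways and the fall of the lysosome pathway, the paper proposes that differentiation activated carbon metabolism that involves mitochondria and inhibited the lysosome pathway.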

### 2.4. Identification of Lysine-Depletion-Induced Pathways

To dissect the lysine-deprivation-induced pathways that inhibited 3T3-L1 adipogenesis, we first compared the lysine-free group against the undifferentiated group (Lysfree vs. Undifferentiated). 

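In Lysfree vs Undifferentiated, 23994 genes were tested and 3426 were DEGs, 1324 higher and 2102 lower in Lysfree cells. The CPM values of 10443 of the genes tested did not overlap between the groups, against 10% by chance. With DESeq2 the count was 3137, of which 1172 were higher and 1965 lower. The largest fitted rise was that of Cyp4b1 (ENSMUSG00000028713, chromosome 4, 115624725 to 115647723), from 0.0737 ± 0.0647 to 14.6 ± 1.47 FPKM (SD, n = 3), a log2 fold change of 7.60 (standard error 0.27, edgeR adjusted p = 4.9e-21). F5 and Hephl1 reached 0.936 ± 0.210 and 1.08 ± 0.197 FPKM from 0.0105 ± 0.0132 and 0.0216 ± 0.0125 FPKM, and the Undifferentiated libraries held 1 to 7 counts of Cyp4b1, 0 to 4 of F5 and 1 to 4 of Hephl1, so the size of these rises is imprecise. The lincRNA Gm35507 rose by at least 14.7-fold from a level within the floor. 9130204L05Rik had 3 counts in each Undifferentiated library, the floor itself. Its fitted log2 fold change was 5.81 (standard error 0.34), and the size of this rise is imprecise as well. Among the largest falls, Mfap4 (ENSMUSG00000042436, chromosome 11, 61485431 to 61488900), which overlaps Mapk7, went from 23.0 ± 1.29 FPKM to at most 3 counts per Lysfree library, at least 261-fold lower. Fbln7 fell by at least 187-fold, Car3 by at least 71.6-fold, Retn by at least 64.4-fold and Mrvi1 by at least 21.1-fold to the same floor.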

The DEGs obtained represented lysine-free-induced genes and genes induced by the differentiation medium but not involved in the adipogenesis process (Figure 4A). 

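In Lysfree vs Undifferentiated, the ribosome biogenesis list had a median log2 fold change of 0.91 over 89 genes (camera adjusted p = 1.8e-16, and 0.022 with the correlation estimated), with 83 genes higher. Utp4 (ENSMUSG00000041438, chromosome 8, 106893636 to 106923088), a small-subunit processome protein, rose from 15.8 ± 0.845 to 36.1 ± 3.53 FPKM (SD, n = 3), a log2 fold change of 1.24 (standard error 0.11, edgeR adjusted p = 1.4e-11). Nop56, which overlaps Idh3b, and Dkc1, which overlaps Mpp1, had log2 fold changes of 1.40 and 1.43. Pyrimidine metabolism had a median of 0.44 over 39 genes (camera adjusted p = 0.046), a call that was lost without Lysfree 1 (0.058), Lysfree 3 (0.054), Undifferentiated 1 (0.058) or Undifferentiated 3 (0.067). Over all its alternatives the adjusted p ranged from 4.9e-04 to 0.34. Purine metabolism, at a median of 0.32 over 62 genes, did not pass the threshold (camera adjusted p = 0.08), and did so under fry and with the Reactome pathway (adjusted p of 3.2e-04 and 0.011, and from 3.2e-04 to 0.22 over all its alternatives). Collagen chains had a median of -1.23 (camera adjusted p = 2.0e-09), and all 29 were lower. The ECM-receptor list had a median of -0.64 (camera adjusted p = 0.0026), 42 genes lower and 15 higher. The PI3K-Akt signaling pathway was not analysed here.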

PPI analysis of the DEGs screened out the ribosome biogenesis pathway and purine and pyrimidine metabolism, which were upregulated, while the PI3K-Akt signaling pathway and ECM–receptor interaction were downregulated (Supplementary Figure S3A). The lysine-free group and the differentiated group were also compared (Lysfree vs. Differentiated). The DEGs obtained represented lysine-free-induced genes and genes that were critical for blocking adipogenesis (Figure 4B). 

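In Lysfree vs Differentiated, 4507 of 24130 genes tested were DEGs, 1963 higher and 2544 lower in Lysfree cells. Among the genes tested, 11231 had CPM values that did not overlap between the groups (10% by chance). DESeq2 called 4190, 1756 higher and 2434 lower. The 5 largest fitted rises all started from few or no counts. Slc7a2 (ENSMUSG00000031596, chromosome 8, 40862396 to 40922308), a cationic amino acid transporter, was among them. It rose from 0.0252 ± 0.0141 to 1.80 ± 0.392 FPKM (SD, n = 3), a log2 fold change of 6.13 (standard error 0.29, edgeR adjusted p = 3.5e-13). Slit1 and F5 had fitted log2 fold changes of 6.11 and 5.85. The Differentiated libraries held 2 to 7 counts of Slc7a2, 0 to 6 of Slit1 and 0 to 4 of F5, each with a library at or under the floor of 3 counts, so the size of these rises is imprecise. Rhag and the processed pseudogene Gm48106, whose reads could belong to its parent gene, rose by at least 74.7-fold and 89.3-fold from the floor. The largest falls went to the floor in Lysfree cells. Retn (ENSMUSG00000012705, chromosome 8, 3655770 to 3660110), which encodes resistin, was at 52.7 ± 3.54 FPKM in Differentiated cells and at least 469.9-fold lower in Lysfree cells, and Car3 (ENSMUSG00000027559, chromosome 3, 14863512 to 14872523) at 28.9 ± 1.77 FPKM and at least 467-fold lower. Hcar1, 4631405J19Rik, which lies antisense to Prdm11, and Ppp1r1a were at least 125-fold, 108-fold and 65.9-fold lower.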

PPI analysis on DEGs demonstrated that genes were downregulated in many metabolic pathways, especially carbon metabolism and mitochondria-related pathways such as the TCA cycle and oxidative phosphorylation (Supplementary Figure S3B). Moreover, interleukin 6 (IL6) was identified to have been significantly and dramatically upregulated in comparison with the undifferentiated or the differentiated groups (Supplementary Figure S3C). 

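The median log2 fold change in Lysfree vs Differentiated was -1.53 for the citrate cycle list, with all 28 genes lower (camera adjusted p = 3.4e-13). For oxidative phosphorylation it was -0.91 over 92 genes (camera adjusted p = 8.1e-12), 84 of them lower, and for the complex I subunits -0.97 (camera adjusted p = 4.6e-07). Glycolysis fell by a median of 1.21 on the log2 scale, with 18 of 21 genes lower (camera adjusted p = 2.4e-06). Cyc1 was at 103 ± 14.6 FPKM (SD, n = 3) in Lysfree cells, with a log2 fold change of -1.49 (standard error 0.10, edgeR adjusted p = 8.2e-11) against Differentiated, and Ndufs1 at 12.3 ± 0.637 FPKM, with a log2 fold change of -1.36 (standard error 0.09, edgeR adjusted p = 3.6e-11). For Ndufb6 the Lysfree libraries spread more widely (55.9 ± 24.3 FPKM), and the log2 fold change was -1.32 (standard error 0.21, edgeR adjusted p = 2.2e-05).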

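Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was at 0.245 ± 0.0522 FPKM (SD, n = 3) in Undifferentiated cells, 0.328 ± 0.0477 FPKM in Differentiated cells and 4.51 ± 0.794 FPKM in Lysfree cells. These levels rest on 10 to 15, 11 to 15 and 176 to 229 counts per library. The log2 fold change in Lysfree was 4.24 (standard error 0.26, edgeR adjusted p = 3.2e-15) against Undifferentiated and 3.83 (standard error 0.23, edgeR adjusted p = 1.8e-11) against Differentiated. Differentiated and Undifferentiated cells did not differ beyond the replicate error, with a log2 fold change of 0.40 (standard error 0.46, edgeR adjusted p = 0.51).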

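Of the 22595 genes tested in both Lysfree vs Undifferentiated and Lysfree vs Differentiated, 1456 were DEGs in both, where 683 would be shared by independent lists of these sizes. Another 1970 were DEGs in Lysfree vs Undifferentiated alone and 3051 in Lysfree vs Differentiated alone. Both comparisons use the same Lysfree libraries and so share their chance values. In 20 simulations with no difference between the groups, 1.30 genes on average and at most 2 were DEGs in both. Across genes, the 2 sets of log2 fold changes correlated with r = 0.39, below the 0.50 that sharing the Lysfree libraries alone gave in the simulations. At an unadjusted p under 0.05, 4778 genes moved in the same direction in both comparisons, against 253 on average in the simulations, and 2010 moved in opposite directions, against 4.80. The overlap moved most with edgeR's expression filter, to 1222 genes, where 847 would be shared by independent lists. The excess was thus smaller when genes with few counts were left out.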

The DEGs from the two comparisons were then overlapped by Venn diagrams (Figure 4C), and the overlapped DEGs were considered as lysine-free-induced genes. Other than overlapping the DEGs of the two groups, we also individually analyzed the upregulated (Figure 4D) and downregulated DEGs (Figure 4E) to screen out the lysine-free enhanced and suppressed pathways, respectively.

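Of the 1456 shared DEGs, 470 were higher and 698 lower in Lysfree cells than in both other groups, and 288 moved in opposite directions in the 2 comparisons, that is, lay between the Undifferentiated and Differentiated levels. With DESeq2 these numbers were 408, 641 and 249.

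**Figure D1:**
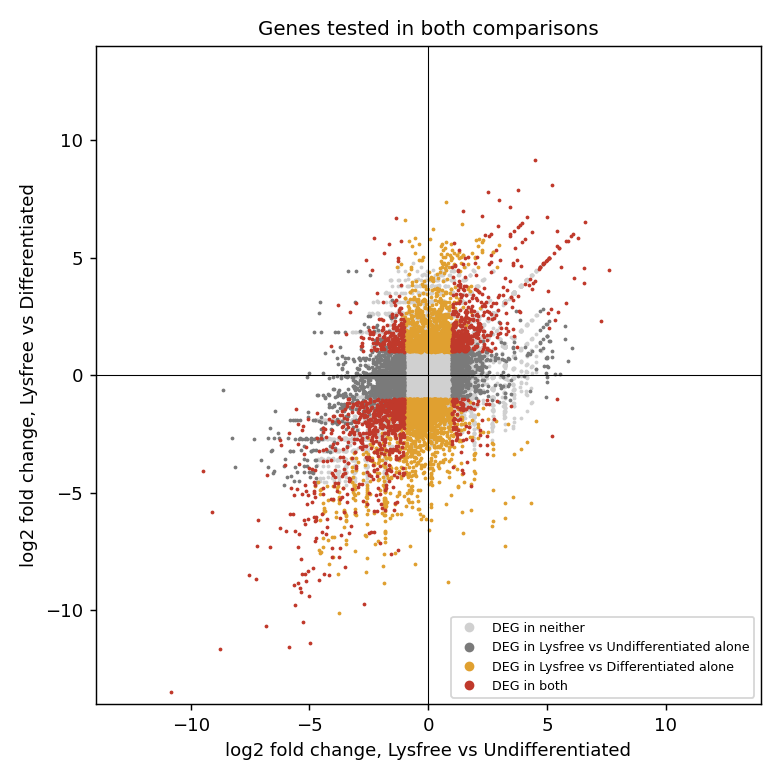
Log2 fold change in Lysfree vs Undifferentiated (horizontal axis) and in Lysfree vs Differentiated (vertical axis), one point per gene tested in both. The 1456 DEGs of both comparisons lie mostly in the upper right (470 genes) and lower left (698 genes) quadrants, and both axes share the Lysfree libraries.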

The overlapped DEGs representing lysine-free-induced genes (Figure 5A) are presented in Figure 5. KEGG analysis demonstrated that the most enriched pathway was vitamin digestion and absorption, while the highest gene counts were metabolic pathways (Figure 5B). 

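The list of vitamin uptake and transport genes held 4 of 15 genes among the DEGs that were higher in Lysfree cells than in both other groups, where 0.46 would fall by chance (Fisher's exact test, adjusted p = 0.0054). Among all shared DEGs it held 7 of 15 (Fisher's exact test, adjusted p = 0.0014). Its median log2 fold change was 1.01 in Lysfree vs Undifferentiated (camera adjusted p = 0.023), and 0.64 without Lysfree 1 (camera adjusted p = 0.046). The Reactome pathway for vitamin metabolism did not shift (camera adjusted p = 0.27), and over all the alternatives the adjusted p of the list ranged from 0.0019 to 0.34. Between Lysfree and Differentiated cells the list had a median of -0.15 and did not pass the threshold (camera adjusted p = 0.51), while fry (adjusted p = 0.0015) and the Reactome pathway (camera adjusted p = 8.6e-04) gave a fall, from 8.6e-04 to 0.83 over all alternatives. The list of ATF4 target genes, which was not taken from the paper, held 8 of 36 genes among the same DEGs (Fisher's exact test, adjusted p = 8.0e-05).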

In terms of upregulated genes, vitamin digestion and absorption was the top enriched pathway (Figure 5C). 

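The DEGs that were lower in Lysfree cells than in both other groups held 6 of 25 genes of the list for alanine, aspartate and glutamate metabolism (Fisher's exact test, adjusted p = 0.0034). This list in Lysfree vs Differentiated had a median log2 fold change of -0.53 over 26 genes (camera adjusted p = 0.047), a call that was lost without Lysfree 2 (0.064) or Lysfree 3 (0.065). Against Undifferentiated the median lay on the other side, at 0.18, and the list did not pass the threshold with camera (adjusted p = 0.23) and passed it as a rise with fry (3.6e-04, from 3.6e-04 to 0.37 over all alternatives). The same DEGs held 11 of 34 PPAR targets and adipocyte markers (Fisher's exact test, adjusted p = 9.9e-07).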

For downregulated DEGs, the most enriched pathway was alanine, aspartate, and glutamate metabolism, and the highest gene counts were the metabolic pathway (Figure 5D). We further dissected the 60 genes in metabolic pathways using Metascape (https://metascape.org/gp/index.html#/main/step1, accessed on 1 February 2023). Most of the metabolic pathways were found to be correlated with amino acid metabolism (particularly beta-alanine, tyrosine, phenylalanine, histidine, alanine, aspartate and glutamate, valine, leucine, and isoleucine metabolic pathways), and carbon metabolism pathways (including glycolysis/gluconeogenesis, glucagon signaling, and pyruvate metabolism) (Figure 5E). These results clearly showed that lysine deprivation specifically and strongly suppressed amino acids and carbon metabolism pathways in differentiated 3T3-L1 cells. 

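Among the DEGs lower in Lysfree cells than in both other groups were 6 of 23 genes of beta-alanine metabolism (Fisher's exact test, adjusted p = 0.0022) and 7 of 41 of valine, leucine and isoleucine degradation (Fisher's exact test, adjusted p = 0.0091). The median log2 fold changes of these lists were -1.63 and -1.78 in Lysfree vs Differentiated (camera adjusted p = 8.9e-04 and 6.2e-11). Against Undifferentiated they were -0.22 and -0.29 (camera adjusted p = 0.034 and 0.012). Glycolysis genes were not enriched among the DEGs that fell in both comparisons, and the glycolysis list lay above the Undifferentiated level in Lysfree cells, with a median of 0.81 (camera adjusted p = 5.1e-04). The PPAR targets and adipocyte markers had a median of -4.02 against Differentiated, or -3.59 with the 3 genes that were at the floor in Lysfree cells set at their bound (camera adjusted p = 5.9e-17).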

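Adh1 (ENSMUSG00000074207, chromosome 3, 138260991 to 138290698) was at 8.15 ± 0.641 FPKM (SD, n = 3) in Undifferentiated, 10.5 ± 1.34 FPKM in Differentiated and 0.758 ± 0.276 FPKM in Lysfree cells, a log2 fold change in Lysfree of -3.38 (standard error 0.21, edgeR adjusted p = 8.2e-15) against Undifferentiated and -3.73 (standard error 0.21, edgeR adjusted p = 4.3e-12) against Differentiated. Aldh6a1 (ENSMUSG00000021238, chromosome 12, 84430717 to 84451004) was at 6.89 ± 0.319, 33.5 ± 1.24 and 2.67 ± 0.454 FPKM, with log2 fold changes of -1.33 and -3.59. For Aldh3a1 the log2 fold changes were -1.95 and -1.91. Aldh3b2 had log2 fold changes of -1.21 (edgeR adjusted p = 0.0093) and -3.51, and the first was lost without Undifferentiated 2 (-0.86, edgeR adjusted p = 0.13) and in both fits on FPKM (adjusted p from 0.0016 to 0.13 over all alternatives). Both nitric oxide synthases were low. Nos1 had 12 to 23 counts per Differentiated library and 2 to 6 per Lysfree library, with log2 fold changes of -2.27 (edgeR adjusted p = 4.1e-04) and -2.00 (edgeR adjusted p = 0.003). Nos3, which overlaps Atg9b, was at the floor in Lysfree cells, at least 3.52-fold below Differentiated and at least 1.99-fold below Undifferentiated. Its call against Undifferentiated (edgeR adjusted p = 0.014) was lost without Undifferentiated 2 (0.2), with a term for the replicate number and in both fits on FPKM (adjusted p from 0.004 to 0.2 over all alternatives). Slc2a4 (ENSMUSG00000018566, chromosome 11, 69942539 to 69948188) was at 0.275 ± 0.123 FPKM in Undifferentiated and 10.9 ± 0.369 FPKM in Differentiated cells and at the floor in Lysfree cells, at least 215-fold below Differentiated (edgeR adjusted p = 2.1e-16) and at least 5.63-fold below Undifferentiated (edgeR adjusted p = 6.1e-06).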

PPI network analysis of the downregulated genes screened out dehydrogenase (including ADH1, Aldh6a1, Aldh3a1, and Aldh3b2), nitric oxide synthase (Nos1 and Nos3), and Slc2a4, an insulin-sensitive glucose transporter (known as glucose transporter 4, GLUT4) (Figure 5F).

### 2.5. Genes Critical for Inhibition of 3T3-L1 Cell Differentiation and Adipogenesis

To investigate the genes that were essential for the suppression of adipogenesis, DEGs between the Lysine-free and Differentiated groups, excluding the lysine-free-induced genes, were enriched with KEGG (Figure 6A). Interestingly, the results were opposite in the DEGs between the differentiated and undifferentiated groups (Figure 3). 

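Of the 2797 genes that were DEGs in both Differentiated vs Undifferentiated and Lysfree vs Differentiated, 2683 moved in opposite directions. Both comparisons use the Differentiated libraries, with opposite sign. In 20 simulations with no difference between the groups, the log2 fold changes correlated across genes with r = -0.51 for this reason alone, against the observed -0.70, and at most 3 genes were DEGs in both. Of the genes that rose in Differentiated vs Undifferentiated, 1532 (60.2%) were DEGs that were lower in Lysfree than in Differentiated cells, and 492 (19.3%) were also DEGs that were higher in Lysfree than in Undifferentiated cells. Of the genes that fell, 1151 (41.3%) were higher in Lysfree than in Differentiated cells and 1148 (41.2%) stayed below the Undifferentiated level.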

Eight out of the top ten enriched pathways were found to have been downregulated, and the majority of them were metabolic pathways, especially the mitochondria-related pathways, including carbon metabolism, oxidative phosphorylation, TCA cycle, and fatty acid metabolism (Figure 6D). 

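The part tested here was the DEGs lower in Lysfree vs Differentiated that were not also lower DEGs against Undifferentiated. Genes that were higher DEGs against Undifferentiated stayed in it. It held 41 of 91 oxidative phosphorylation genes (Fisher's exact test, adjusted p = 1.3e-17), 20 of 28 of the citrate cycle (adjusted p = 8.7e-14 in the same test) and 24 of 47 of fatty acid metabolism (Fisher's exact test, adjusted p = 4.6e-12). The median log2 fold change of the fatty acid metabolism list was -1.18 (camera adjusted p = 8.8e-08). Glycolysis had 10 of 20 genes in this part (Fisher's exact test, adjusted p = 2.8e-05) and valine, leucine and isoleucine degradation 21 of 41 (Fisher's exact test, adjusted p = 9.3e-11). Acly fell to 32.2 ± 0.945 FPKM (SD, n = 3) in Lysfree cells, a log2 fold change of -2.19 (standard error 0.08, edgeR adjusted p = 8.0e-15) against Differentiated.

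**Figure D2:**
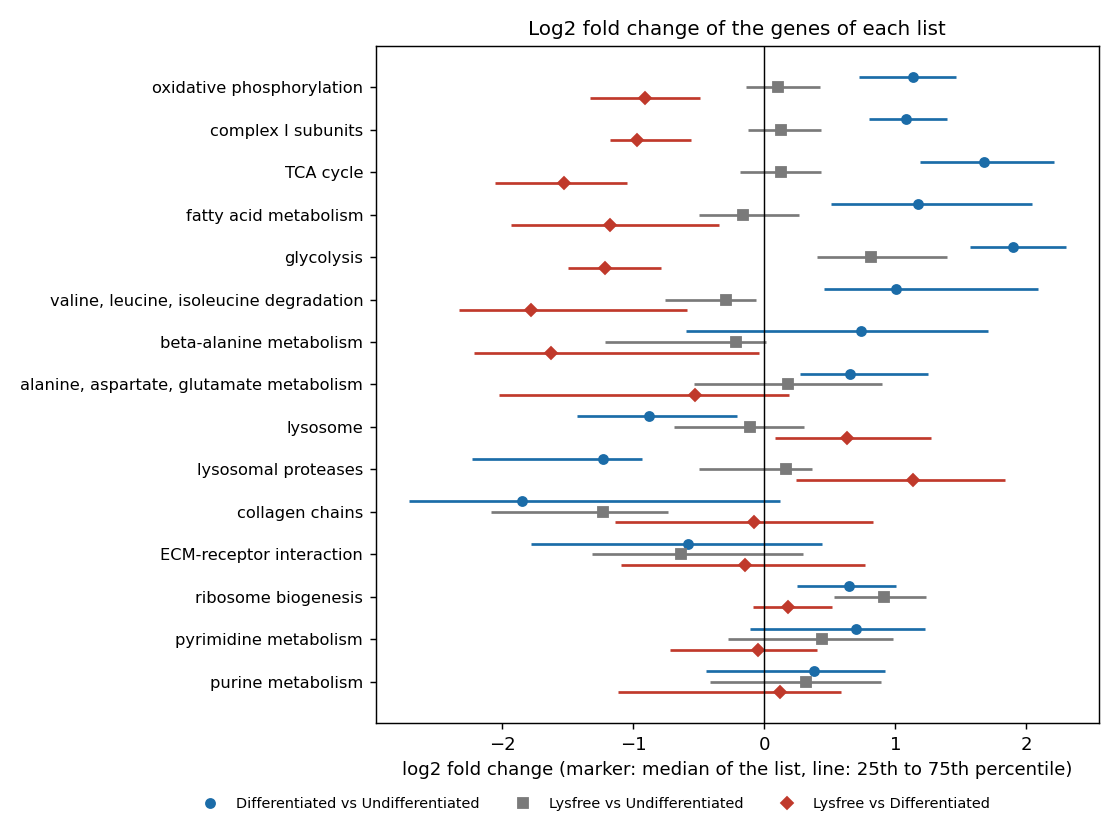
Log2 fold change of the genes of 15 lists in the 3 comparisons, with the median as a marker and the range between the quartiles as a line. For oxidative phosphorylation the median was 1.13 in Differentiated vs Undifferentiated and -0.91 in Lysfree vs Differentiated, for the lysosome -0.88 and 0.63, and with library sizes alone in place of TMM the pyrimidine median in Lysfree vs Differentiated changed sign from -0.05 to 0.02.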

To verify the functional impact in the suppression of mitochondrial TCA cycle and oxidative phosphorylation, we examined the mitochondrial ATP synthesis on 3T3-L1 cells using Agilent Seahorse XF ATP Real-Time rate assay. Concomitant with the transcriptomic data, a significant reduction in ATP synthesis was detected (Supplementary Figure S4), proving the consistency between transcriptomic and cellular functional changes. The most upregulated pathway was the lysosome pathway (Figure 6C). These results provided evidence to support the critical role of carbon metabolism, mitochondria function, and lysosome in the adipogenesis process.

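The lysosome list rose in Lysfree vs Differentiated (camera adjusted p = 1.1e-06), with a median log2 fold change of 0.63, 74 of 94 genes higher. Of its genes, 35 were among the DEGs higher in this comparison and not also higher DEGs against Undifferentiated (Fisher's exact test, adjusted p = 2.7e-11), where 9.45 would fall by chance. Against Undifferentiated the list did not pass the threshold with camera (adjusted p = 0.11) and was lower with fry (3.1e-04, from 3.1e-04 to 0.9 over all alternatives). The Reactome pathway for lysosome vesicle biogenesis did not shift against Differentiated either (camera adjusted p = 0.88).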

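The paper sets the DEGs of Lysfree vs Differentiated outside the overlap apart, before their enrichment, as the genes essential for suppressing adipogenesis. It states that the pathways enriched among them, which had moved the other way in Differentiated vs Undifferentiated, gave evidence for a role of carbon metabolism, mitochondrial function and the lysosome. The lists of cholesterol synthesis and cell division genes, which the paper does not discuss, were also enriched among the DEGs lower in Lysfree vs Differentiated and not also lower against Undifferentiated. This part held 17 of 23 and 18 of 30 of their genes (Fisher's exact test, adjusted p = 2.8e-12 and 8.6e-11).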

### 2.6. Pathways That Could Be Altered by Differentiation Medium but Not Critical for the Adipogenesis Process

We also examined the pathways that were altered by the differentiation medium but were not related to adipogenesis by enriching the DEGs between the Lysine-free and Undifferentiated groups, excluding lysine-free-induced genes (Figure 7A). 

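Among the DEGs higher in Lysfree vs Undifferentiated and not also higher DEGs against Differentiated, the ribosome biogenesis list had 35 of 89 genes (Fisher's exact test, adjusted p = 4.4e-19). Pyrimidine metabolism had 7 of 39 (Fisher's exact test, adjusted p = 0.027) and purine metabolism 9 of 61 (Fisher's exact test, adjusted p = 0.032). Ribosome biogenesis also rose in Differentiated vs Undifferentiated, with a median log2 fold change of 0.65 (camera adjusted p = 4.5e-11), and Nop56 and Dkc1 rose by 1.35 and 1.00 on the log2 scale. The median of the list in Lysfree vs Differentiated was 0.18 (camera adjusted p = 0.064), past the threshold with fry (7.9e-04), with library sizes alone (median 0.26, adjusted p = 0.023) and without Lysfree 1 (0.021) or Differentiated 3 (0.039), from 7.9e-04 to 0.36 over all alternatives. For Differentiated vs Undifferentiated the medians were 0.70 for pyrimidine and 0.38 for purine metabolism (camera adjusted p = 0.0015 and 0.09), and purine metabolism passed the threshold with fry (1.4e-05, from 1.4e-05 to 0.24 over all alternatives).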

The ribosome biogenesis, pyrimidine, and purine metabolism pathway was the most enriched upregulated pathway (Figure 7B,C), and it was also identified to be upregulated in the Lysine-free group against the Undifferentiated group (Supplementary Figure S3A), suggesting that these pathways were upregulated accompanied with cell differentiation medium but they were not critical for 3T3-L1 cells adipogenesis. We also found enriched downregulated pathways such as the Rap1 signaling pathway, the PI3K-Akt signaling pathway, and ECM–receptor interaction (Figure 7D) that were the same as the downregulated KEGG pathways in comparing the Differentiated and Undifferentiated group (Figure 3D), proving that these pathways were not important for 3T3-L1 adipogenesis, just for the cellular response to differentiation medium.

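In the DEGs lower in Lysfree vs Undifferentiated and not also lower against Differentiated, the ECM-receptor list had 7 of 51 genes (Fisher's exact test, adjusted p = 0.24), which did not pass the threshold. The collagen chains had 9 of 27 (Fisher's exact test, adjusted p = 6.1e-04). Over all DEGs lower in Lysfree vs Undifferentiated, the ECM-receptor list had 16 of 57 (Fisher's exact test, adjusted p = 0.01), and over those lower in Differentiated vs Undifferentiated 22 of 57 (Fisher's exact test, adjusted p = 6.1e-04). The DEGs lower in Lysfree vs Differentiated held 16 of 52 genes of the ECM-receptor list (Fisher's exact test, adjusted p = 0.019), and those not also lower against Undifferentiated 12 of 51 (Fisher's exact test, adjusted p = 0.01). As a whole the list did not pass the threshold there with camera (adjusted p = 0.6) and passed it with fry (0.0014, from 0.0014 to 0.77 over all alternatives), and the collagen chains did not pass it (camera adjusted p = 0.58). The Rap1 and PI3K-Akt signaling pathways were not analysed here.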

### 2.7. Suppression of Adipogenesis Is Not Limited to Lysine Depletion but Also Applied to Methionine and Cystine Deprivation Partially via IL6 Overexpression

We have identified that IL6 was overexpressed in cells exposed to a lysine-free environment (Supplementary Figure S3). To explore whether IL6 could be one of the mechanisms for the suppression of adipogenesis, we first examined the IL6 level in the culture medium. Results showed that the medium IL6 level was dramatically increased 8-fold (Figure 8B) in the medium when cells were cultured under lysine starvation, and the upregulation was inversely proportional to medium lysine concentration (Supplementary Figure S5A). We found that such overexpression of IL6 is reversible after refeeding the cells with 800 μM lysine (Supplementary Figure S5B,C). To test whether such an increase in IL6 could contribute to the inhibition of adipogenesis, we added an equivalent amount of IL6 (1 ng/mL) in the medium during differentiation and examined the adiposity by Oil-Red O staining. We found that the cellular triglyceride content was partially suppressed (Figure 8C). We also tested whether such phenomena can be observed in other amino-acid-depleted conditions. Other than lysine depletion, a medium lack of essential amino acid methionine and cysteine individually could also suppress the adipogenesis process on 3T3-L1 cells, the same as lysine deprivation (Figure 8D). Coincidentally, the IL6 level in the medium was significantly upregulated in an amino acid depletion environment (Figure 8E), suggesting that the phenomenon is not just lysine-specific but also applicable to other essential amino acids.

## 3. Discussion

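Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) was at 22.9 ± 2.76 FPKM (SD, n = 3) in Undifferentiated, 164 ± 7.07 FPKM in Differentiated and 8.23 ± 1.85 FPKM in Lysfree cells. Its log2 fold change was 2.81 (standard error 0.06, an edgeR adjusted p too small for the software to hold) in Differentiated vs Undifferentiated. In Lysfree cells it was -4.25 (standard error 0.13, edgeR adjusted p = 5.7e-16) against Differentiated and -1.43 (standard error 0.14, edgeR adjusted p = 2.5e-10) against Undifferentiated.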

The current descriptive study is consistent with previous findings that showed that mRNA expressions of PPARg (Figure 2C,D) and C/EBPa (Supplementary Figure S6A) were inhibited in cells cultured in a low-lysine environment [27]. On the other hand, gene expressions of C/EBPb and C/EBPd were not downregulated by lysine deprivation in the culture medium (Supplementary Figure S6A). These results indicate that lysine depletion in the culture medium inhibited the differentiation of 3T3-L1 preadipocytes mainly by inhibiting the mRNA expressions of PPARg and C/EBPa. 

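Cebpb (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418), which overlaps Tmem189, was at 127 ± 8.63 FPKM (SD, n = 3) in Undifferentiated, 169 ± 6.92 FPKM in Differentiated and 184 ± 80.3 FPKM in Lysfree cells. Between Lysfree and Differentiated cells its log2 fold change of 0.18 (standard error 0.21, edgeR adjusted p = 0.5) was within the replicate error. That value depended on single libraries, with 0.49 without Lysfree 1 (edgeR adjusted p = 2.1e-31) and -0.04 without Lysfree 3, and it was near 0 on FPKM. Against Undifferentiated the log2 fold change was 0.59 (standard error 0.18, edgeR adjusted p = 0.0089), a call lost with DESeq2 (adjusted p = 0.29) with edgeR's expression filter, on FPKM and without Undifferentiated 3 (edgeR adjusted p = 0.17), with a range from 4.5e-51 to 0.47 over all alternatives. Differentiated against Undifferentiated cells had 0.39 (standard error 0.05, edgeR adjusted p = 1.6e-12). Cebpd (ENSMUSG00000071637, chromosome 16, 15887286 to 15891031), which overlaps Spidr, was at 19.2 ± 0.845, 16.2 ± 1.47 and 38.1 ± 10.0 FPKM in the same order. It was higher in Lysfree cells than in both other groups, with a log2 fold change of 1.30 (standard error 0.15, edgeR adjusted p = 2.3e-07) against Differentiated and 1.04 (standard error 0.13, edgeR adjusted p = 6.6e-08) against Undifferentiated. In Differentiated vs Undifferentiated it was -0.26 (standard error 0.07, edgeR adjusted p = 2.4e-04), and not past the threshold with all 9 libraries in a single fit (edgeR adjusted p = 0.1, from 3.2e-05 to 0.1 over all alternatives).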

RNA-seq data comparing differentiated and undifferentiated 3T3-L1 cells were reported by Sun et al. [28]. Although our experimental design was not exactly the same, we found that our findings match their reported data. Trpv4, Trpm4, and Trpm5 were significantly downregulated, while Trpv1, Trpv2, and Trpc1 significantly increased in differentiated adipocytes (Supplementary Figure S6B,C).

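In Differentiated vs Undifferentiated, Trpv4 (ENSMUSG00000014158, chromosome 5, 114622152 to 114658421) fell from 0.440 ± 0.0900 to 0.124 ± 0.0551 FPKM (SD, n = 3), a log2 fold change of -1.80 (standard error 0.38, edgeR adjusted p = 7.8e-06). Trpm4, which overlaps the pseudogene Rpl14-ps1, and Trpm5, which overlaps Tssc4, had log2 fold changes of -1.77 (standard error 0.11, edgeR adjusted p = 2.3e-56) and -1.75 (standard error 0.30, edgeR adjusted p = 1.6e-08). Their levels were low, at 2.40 ± 0.146 and 0.456 ± 0.0296 FPKM in Undifferentiated cells and 0.714 ± 0.0859 and 0.140 ± 0.0802 FPKM in Differentiated cells. Trpv2 (ENSMUSG00000018507, chromosome 11, 62574486 to 62600515) rose from 0.278 ± 0.132 to 0.782 ± 0.116 FPKM, a log2 fold change of 1.45 (standard error 0.27, edgeR adjusted p = 1.7e-07). Trpv1 and Trpc1 rose from 0.107 ± 0.0557 and 0.762 ± 0.0994 FPKM to 0.492 ± 0.220 and 5.43 ± 0.341 FPKM, with log2 fold changes of 2.22 (standard error 0.41, edgeR adjusted p = 1.9e-07) and 2.81 (standard error 0.10, edgeR adjusted p = 3.3e-159).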

To examine whether lysine starvation could enhance the cellular lipid breakdown, we checked the transcription of the three major lipases, adipose triglyceride lipase (ATGL), hormone-sensitive lipase (HSL), and monoacylglycerol lipase (MGL), in the lipolysis pathway, which breaks triglyceride into glycerol and free fatty acid. Surprisingly, all three genes were significantly suppressed under lysine depletion (Supplementary Figure S7). 

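ATGL is encoded by Pnpla2 (ENSMUSG00000025509, chromosome 7, 141455198 to 141460743), HSL by Lipe (ENSMUSG00000003123, chromosome 7, 25379527 to 25398710) and MGL by Mgll (ENSMUSG00000033174, chromosome 6, 88724412 to 88828360), which overlaps Gm26588. In Differentiated cells they were at 474 ± 3.90, 149 ± 0.651 and 0.924 ± 0.0823 FPKM (SD, n = 3), and in Lysfree cells at 27.9 ± 1.69, 4.35 ± 0.953 and 0.137 ± 0.0506 FPKM. The log2 fold change in Lysfree vs Differentiated was -4.02 (standard error 0.09, edgeR adjusted p = 2.5e-18) for Pnpla2, -5.03 (standard error 0.13, edgeR adjusted p = 2.7e-17) for Lipe and -2.68 (standard error 0.29, edgeR adjusted p = 1.4e-07) for Mgll. All 3 had risen in Differentiated vs Undifferentiated, by 4.23, 4.12 and 3.55 on the log2 scale.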

Results suggest that lysine depletion could inhibit adipogenesis but not enhance lipolysis. Lipid metabolism is overall impaired in lysine-deficient conditions. The alteration of lipid metabolism by amino acid depletion has been reported in animal models. It has been shown that a deficiency in BCAAs including leucine, isoleucine, and valine individually can stimulate lipolysis in white adipose tissue [29,30]. Lysine deprivation, however, did not demonstrate such a change in lipolysis [11]. The controversy between the current and the reported in vivo data on lipolysis suggests that amino acid depletion in vivo is much more complex than in in vitro models, particularly the degree of amino acid depletion in the bloodstream and in the cells.

The effect of lysine depletion on body composition in vivo is also controversial. In rats, lysine depletion can reduce body weight, fat mass, and lean mass [2,31]. Interestingly, pigs fed a lysine-depletion diet demonstrated a lower relative proportion of lean components; however, higher carcass fatty components were obtained, together with increased lipogenic genes [32]. Since lysine is an essential amino acid, long-term lysine depletion can be harmful, and currently, no human data are available.

3T3-L1 cells could be the target cells for IL6. We identified that IL6 gene expression was significantly upregulated in a lysine-free environment (Supplementary Figure S3C). Coherent with the transcriptomic data, we found that the IL6 level in the culture medium was dramatically increased after treatment with a lysine depletion medium for 3 days (Figure 8B). To test whether the increased IL6 level could suppress the adipogenesis of 3T3-L1 cells, we added an equivalent amount of IL6 (1 ng/mL) in the medium during differentiation and examined the adiposity of cells. Surprisingly, the differentiation process was partially inhibited, suggesting that IL6 upregulation is one of the mechanisms for the lysine depletion environment to suppress adipogenesis (Figure 8C). IL6 has emerged as a crucial cytokine involved in metabolism regulation. It was reported that 3T3-L1 cells treated with IL6 displayed fewer lipids [33]. Furthermore, IL6 treatment led to decreased mitochondrial membrane potential, decreased cellular ATP production, and increased intracellular ROS levels. 

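Ppargc1a (ENSMUSG00000029167, chromosome 5, 51454250 to 51567726) was at 1.99 ± 0.253 FPKM (SD, n = 3) in Undifferentiated, 3.01 ± 0.0555 FPKM in Differentiated and 5.75 ± 1.24 FPKM in Lysfree cells. Nrf1 (ENSMUSG00000058440, chromosome 6, 30047988 to 30153458) was at 2.91 ± 0.0441, 3.28 ± 0.142 and 5.28 ± 0.499 FPKM. The log2 fold changes in Lysfree vs Differentiated were 1.00 (standard error 0.14, edgeR adjusted p = 3.3e-06) for Ppargc1a and 0.75 (standard error 0.11, edgeR adjusted p = 6.5e-06) for Nrf1, and against Undifferentiated 1.58 (standard error 0.15, edgeR adjusted p = 1.0e-10) and 0.91 (standard error 0.12, edgeR adjusted p = 7.2e-08). Only Ppargc1a against Undifferentiated passed the 2-fold threshold. Against Differentiated, Ppargc1a was just under it, and was over it with library sizes alone (1.07) and without Differentiated 1 (1.01), Lysfree 2 (1.08) or Lysfree 3 (1.08), while without Lysfree 1 its log2 fold change was 0.79.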

Consistent with previously published findings, we found that peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PPARGC1a) and nuclear respiratory factor 1 (NRF1) expression levels were markedly increased, an upregulation triggered by IL6 (Supplementary Figure S8A) [33]. Additionally, the gene transcription of insulin receptor substrate 1 (IRS-1), solute carrier family 2 member 4 (called Slc2a4 or glucose transport 4) (Supplementary Figure S8B), and PPARg (Figure 2C,D) were found to be significantly inhibited in cells under lysine depletion, a phenomenon that was also observed in 3T3-L1 cells treated with exogenous IL6 [34]. 

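Irs1 (ENSMUSG00000055980, chromosome 1, 82233101 to 82291416) was at 7.37 ± 0.595 FPKM (SD, n = 3) in Differentiated and 5.48 ± 0.694 FPKM in Lysfree cells, against 6.81 ± 1.04 FPKM in Undifferentiated cells. The log2 fold change in Lysfree vs Differentiated was -0.36 (standard error 0.11, edgeR adjusted p = 0.013), under the fold change threshold. It was no longer past an adjusted p of 0.05 without Differentiated 1 (edgeR adjusted p = 0.061) or Differentiated 2 (edgeR adjusted p = 0.093), and over all alternatives it ranged from 2.15e-05 to 0.0932.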

IRS-1 is responsible for insulin signaling, Slc2a4 is essential for the cellular glucose uptake, and PPARg is the key gene for adipogenesis. The expression of all these genes is essential for the formation of lipid droplets and the maturation of adipocytes. In animal models, during obesity development, IL6 production in adipose tissues is consistently elevated, especially in insulin-resistance adipocytes [35,36]. Such IL6 overexpression reduced subcutaneous adipocyte adipogenesis capacity with suppressed PPARg and C/EBPa expression [35], which is similar to our in vitro findings. However, how lysine, methionine, and cysteine depletion regulate IL6 levels is still unknown and worth investigating. We hypothesize that oxidative stress may be associated with IL6 overexpression. Lysine level was found to be correlated with antioxidant capacity [37]. Deficiencies in methionine and cysteine can affect the transsulfuration pathway and greatly reduce antioxidant glutathione production [38]. It has been reported that total glutathione levels were decreased by 42% in melanoma cells grown without methionine, and by 95% in cells grown without cysteine [39]. Importantly, oxidative stress can induce insulin resistance in adipocytes and dramatically increase IL6 secretion in 3T3-L1 cells 3-fold [40,41].

Amino acid deprivation increases energy expenditure and reduces food intake and fat mass, primarily through the regulation of the general control nonderepressible 2 (GCN2) and mammalian target of rapamycin (mTOR) signaling. GCN2 and mTORC1 signaling pathways have been extensively studied for their regulation by amino acids, especially in the control of translation. GCN2 activated by uncharged tRNA during scarcity of amino acid can phosphorylate the α-subunit of eukaryotic initiation factor 2 (eIF2a) [42,43] and promote the translation of certain mRNAs by activating transcription factor 4 (ATF4) [44], which plays a key role in the adaptation of the cells to the lack of amino acids [45]. Surprisingly, we did not find any significant changes in GCN2, eIF2a, or downstream ATF4 expression. This phenomenon may indicate that 3T3-L1 cells cultured under a lysine deprivation medium may not really be under intracellular amino acid shortage but have other cellular changes to overcome the amino acid scarcity. 

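GCN2 is encoded by Eif2ak4 (ENSMUSG00000005102, chromosome 2, 118388618 to 118475234), the α-subunit of eIF2 by Eif2s1 (ENSMUSG00000021116, chromosome 12, 78861819 to 78887010) and ATF4 by Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541). Eif2ak4 was at 5.26 ± 0.225 FPKM (SD, n = 3) in Differentiated and 3.80 ± 0.221 FPKM in Lysfree cells, a log2 fold change of -0.41 (standard error 0.11, edgeR adjusted p = 0.0048). Eif2s1 was at 40.5 ± 2.19 and 63.5 ± 7.27 FPKM, a log2 fold change of 0.71 (standard error 0.09, edgeR adjusted p = 1.7e-06). Eif2a, a separate gene that overlaps Serp1, did not differ, with a log2 fold change of -0.02 (standard error 0.10, edgeR adjusted p = 0.9) whose sign turned with library sizes alone (0.05) and without Differentiated 1 (0.01) or Lysfree 2 (0.02). Atf4 was at 307 ± 8.74 and 221 ± 40.6 FPKM, a log2 fold change of -0.41 (standard error 0.11, edgeR adjusted p = 0.0037), with an adjusted p of 0.051 in limma on log2(FPKM + 1) and from 1.1e-14 to 0.051 over all alternatives. None of the 4 genes reached a 2-fold change.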

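Lamp1 (ENSMUSG00000031447, chromosome 8, 13159161 to 13175338), a lysosomal membrane protein, was at 386 ± 7.39 FPKM (SD, n = 3) in Undifferentiated, 150.1 ± 4.27 FPKM in Differentiated and 459 ± 45.0 FPKM in Lysfree cells. Its log2 fold change was -1.39 (standard error 0.05, edgeR adjusted p = 7.6e-175) in Differentiated vs Undifferentiated and 1.68 (standard error 0.08, edgeR adjusted p = 7.8e-13) in Lysfree vs Differentiated.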

We found that the lysosome pathway was strongly upregulated in both undifferentiated cells (Figure 3D and Supplementary Figure S9) and lysine-free-treated cells (Figure 6C). Lysosomes are an important component of the inner membrane system and participate in numerous cell biological processes, such as macromolecular degradation, intracellular pathogen destruction, plasma membrane repair, exosome release, and apoptosis [46]. The increase in lysosome might break down unused intracellular protein or damaged organelles to recycle some amino acids, which could provide an extra source of lysine for cell survival. Interestingly, we found that some lysosomal proteases such as Legumain (LGMN), tripeptidyl peptidase 1 (TPP1), and Cathepsin (CTS) (Supplementary Figure S9B,C) were upregulated, which could be one of the reasons for the increased amino acids in the medium, as described in Figure 1E and Supplementary Figure S1. 

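In Lysfree vs Differentiated, Lgmn (ENSMUSG00000021190, chromosome 12, 102394084 to 102439813) rose from 34.2 ± 0.911 to 71.6 ± 3.59 FPKM (SD, n = 3), a log2 fold change of 1.13 (standard error 0.09, edgeR adjusted p = 1.2e-09), and Tpp1 (ENSMUSG00000030894, chromosome 7, 105744811 to 105752235) from 21.0 ± 0.208 to 75.6 ± 7.82 FPKM, a log2 fold change of 1.91 (standard error 0.09, edgeR adjusted p = 3.9e-13). Ctsk (ENSMUSG00000028111, chromosome 3, 95499256 to 95509362) and Ctsl (ENSMUSG00000021477, chromosome 13, 64359337 to 64370890) had the largest log2 fold changes of the cathepsins that the paper names, 3.60 (standard error 0.12, edgeR adjusted p = 1.5e-15) and 2.74 (standard error 0.09, edgeR adjusted p = 1.8e-15). Ctsa, which overlaps Pltp, and Ctsb, which overlaps Fdft1, followed with 1.76 and 1.15. Ctsd and Ctsz, which overlaps Nelfcd, rose by less than 2-fold, with log2 fold changes of 0.63 (standard error 0.09, edgeR adjusted p = 8.1e-06) and 0.77 (standard error 0.10, edgeR adjusted p = 2.7e-06). Over the list of lysosomal proteases the median was 1.13 (camera adjusted p = 0.0069), 8 of 11 genes higher. In Undifferentiated cells Lgmn was at 55.5 ± 4.02 FPKM and Tpp1 at 63.1 ± 3.62 FPKM.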

Another lysosomal amino-acid-sensing pathway is the mammalian target of rapamycin (mTOR) pathway; however, no changes in the whole pathway, including amino-acid-sensing protein CASTOR1, regulatory-associated protein of mTOR (Raptor), mTOR, downstream S6 Kinase 1 (S6K1), and translation initiation factor 4E binding protein (4EBP), were observed. 

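Mtor (ENSMUSG00000028991, chromosome 4, 148448611 to 148557683) was at 7.91 ± 0.364 FPKM (SD, n = 3) in Differentiated and 5.13 ± 0.183 FPKM in Lysfree cells, a log2 fold change of -0.56 (standard error 0.10, edgeR adjusted p = 5.6e-05). Raptor, encoded by Rptor, was at 5.04 ± 0.266 and 4.67 ± 0.117 FPKM, a log2 fold change of -0.05 (standard error 0.10, edgeR adjusted p = 0.74) that turned to 0.03 with library sizes alone. S6K1, encoded by Rps6kb1, which overlaps Rnft1, had a log2 fold change of -0.10 (standard error 0.10, edgeR adjusted p = 0.47), and -0.20 without Lysfree 1 (edgeR adjusted p = 0.0043). For 4EBP, Eif4ebp1 had a log2 fold change of -0.41 (standard error 0.13, edgeR adjusted p = 0.017), not past the threshold without Differentiated 2 (edgeR adjusted p = 0.095), with library sizes alone or on FPKM (from 4.1e-08 to 0.11 over all alternatives). Eif4ebp2 had -0.03 (standard error 0.09, edgeR adjusted p = 0.78), and -0.13 without Lysfree 1 (edgeR adjusted p = 0.0071) and 0.00 without Lysfree 3. Castor1 had at most 3 counts per Differentiated library and 4 per Lysfree library, and no difference was detectable at this depth (edgeR adjusted p = 0.61).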

The activation of mTOR signaling involved the phosphorylation of proteins instead of gene expression. Further proteomic studies are required to confirm the mTOR signaling pathway and other significant DEGs identified.

Various beneficial effects of dietary amino acid restriction, including anti-obesity, anticancer, and anti-aging effects in both obese patients and animal models, have been proven [47,48]. For example, it has been shown that dietary methionine restriction could prevent obesity. Methionine restriction by 80% decreased fat mass and body weight, primarily through fibroblast growth factor 21 (FGF-21) signaling [49,50]. More recently, it was shown that the oral intake of methioninase (METase), an enzyme catabolizing methionine, could significantly prevent the development of obesity symptoms and could be used as an anticancer treatment, demonstrating the potential for using amino-acid-depleting enzymes as therapeutic agents [51,52]. Moreover, the injection of pegylated arginine deaminase (ADI-PEG), an arginine-depleting enzyme, also demonstrated similar effects [53]. L-lysine oxidase, an enzyme that converts L-lysine to 6-amino-2-oxohexanoate, NH_3_, and H_2_O_2_, has been applied in in vivo in cancer treatment. L-lysine oxidase treatment completely inhibited the growth of mouse leukemic cells in vitro [54]. An intravenous injection of L-lysine oxidase to mice suffering from leukemia increased their average lifespan compared with the control animals [55]. We predicted that, like METase and ADI, L-lysine oxidase could be another candidate enzyme drug to combat obesity and aging. In animal studies, dietary lysine deprivation has been proven to decrease food intake and increase energy expenditure [6] mediated by enhanced serotonin release from the amygdala in rats [56].

## 4. Materials and Methods

### 4.1. Cell Culture

3T3-L1 cells were obtained from ATCC. They were maintained in DMEM (Gibco, New York, NY, USA, #12800017) with 10 % BCS (Gibco, #16170078) at confluence for 3 days. The cells were then stimulated with a Differentiation medium (arginine and lysine-free DMEM (Gibco, #88364) supplemented with 10%FBS (Gibco, #26140-079), 800 μM lysine (Sigma, Marlborough, MA, USA), 400 μM arginine (Sigma), 1 μM dexamethasone (DEX, Sigma), 0.5 mM 3-isobutyl-1-methylxanthine (IBMX, Sigma), 1 μM rosiglitazone (Rosig) (Cayman, Ann Arbor, MI, USA), and 10 μg/mL insulin (Sigma)) to induce adipocyte differentiation. After differentiation, the medium was replaced with Maintenance medium (DMEM (Gibco, #12800017) supplemented with 10 % FBS (Gibco, #26140-079) and 10 μg/mL insulin) for 3 days. For lysine-free treatment, confluent pre-adipocytes were treated with a Differentiation medium without lysine addition during the differentiation, and the lysine-free treatment was stopped after the differentiation period. For the dose-dependent study, various concentrations of lysine (as indicated in Figure 1D) were supplemented during differentiation. For methionine and cystine depletion, the DMEM in the Differentiation medium was substituted with DMEM, no glutamine, no methionine, and no cystine (Gibco, #21013-024), supplemented with 4 mM glutamine (Sigma) and either 200 μM methionine (Sigma) or 200 μM cysteine (Sigma). Cells and medium were collected for RNA extraction and IL6 quantification after differentiation. Medium IL6 concentration was determined by a mouse IL6 ELISA assay kit (Invitrogen, Waltham, MA, USA). Cell viability was determined using MTT assay. Oil-Red O staining was performed after the maintenance period to check the cell adiposity.

To examine the effect of IL6 on 3T3-L1 cell adipogenesis, cells were differentiated in DMEM (Gibco, #12800017) supplemented with 10%FBS (Gibco, #26140-079), 1 μM dexamethasone, 0.5 mM IBMX, 1 μM Rosig, and 10 μg/mL insulin with or without the addition of 1 ng/mL IL6 (Sigma) for 3 days. To test whether the upregulation of IL6 is reversible, cells were first differentiated for 2 days and refed with 800 uM lysine for 1 day.

### 4.2. RNA Extraction, cDNA Synthesis, and RNA Sequencing

The total RNA was isolated using the total RNA extraction kit (Favorgen, Pingtung, Taiwan) following the manufacturer’s instructions. Both qualities and quantities were measured using Bioanalyzer 2200 (Agilent Technologies, Santa Clara, CA, USA). The sequencing library of each sample was built using poly A enrichment preparation by the sequencing service provider Novogene (Beijing, China). Sequencing was performed using the NovaSeq (Beijing, China) PE150 platform with 150 bp paired-end reads generated. Low-quality reads (Qscore > 50% of the read) and reads with adaptors were removed to obtain clean data. The clean data were mapped to the mouse genome version 10 (mm10) using the HISAT2 algorithm with default parameters. RNAseq raw data are available in GEO database with accession number GSE223846.

### 4.3. Differentially Expressed GENES (DEG) Analysis

DESeq2 algorithm on OmicsBeam (http://omicsbean.cn/, accessed on 1 February 2023) was used to identify the differentially expressed genes (DEGs) in various treatment groups. DEGs were defined as showing a ≥2-fold change and padj < 0.05. Raw count values greater than 0 in any group were used. Principal component analysis (PCA) and hierarchical clustering were carried out to assess the variability in and repeatability of samples using the normalized RNA-Seq read counts. A volcano plot was used to visualize the overall distribution of DEGs.

### 4.4. Functional Annotation Analysis

Pathway analysis was used to highlight the significant pathways of the DEGs using the Kyoto Encyclopedia of Genes and Genomes database (KEGG, http://www.genome.jp/kegg/, accessed on 1 February 2023) [57], which stores information on how molecules and genes are networked, for pathway mapping. Pathways showing adjusted *p*-values < 0.05 were selected.

### 4.5. Integration of Protein–Protein Interaction (PPI) Network and Module Analysis

The Search Tool for the Retrieval of Interacting Genes (STRING) (http://string-db.org, accessed on 1 February 2023) [58] is an online tool designed for evaluating the differentially expressed mRNA-encoded proteins and PPI. The OmicsBean was used to construct a protein interaction relationship network and analyze the interaction relationships of differentially expressed candidate genes based on the STRING analysis results.

### 4.6. Real-Time PCR Analysis

Real-time PCR was performed using a high-capacity cDNA Reverse Transcription Kit (Applied Biosystem) to synthesize cDNA. Real-time PCR was performed on Real-Time System QS7 (Applied Biosystem, Waltham, MA, USA) with Powerup SYBR (Applied Biosystem) according to the manufacturer’s instructions. TATA box binding proteins (Tbp) were used as housekeeping genes. The (2−ΔΔCt) method was used to calculate the gene expression levels. The primer sequence of target genes and internal control Tbp are summarized in Table 1.

### 4.7. Oil-Red O (ORO) Staining

To examine the lipid droplets, ORO staining was performed. Briefly, the adipocytes were washed twice with PBS. Cells were then fixed with 10% formaldehyde for 15 min at room temperature, followed by PBS wash. Then, the cells were stained with freshly prepared ORO working solution in 60% isopropanol for 20 min. After staining, the images were captured with an Axiovert 40 CFL Zeiss microscope (Carl Zeiss, Baden-Württemberg, Germany) at a magnification of 40×. The intracellular lipid content was quantified by measuring the absorbance at 490 nm.

### 4.8. Medium Amino Acid Analysis

To determine the concentration of amino acids in the medium, Kairos Amino Acid Kit (Waters Corporation, Milford, MA, USA) was used. Briefly, 50 µL samples were mixed with 50 µL of Internal Standard and 50 µL of water and centrifuged for 15 min at 9000× *g*. Then, 10 microliter supernatant was collected and mixed with 70 µL of Borate buffer in a maximum recovery vial. The solution was derivatized by 20 µL AccQ-Tag reagent and then heated for 10 min at 55 °C. After the derivatization, 2 µL samples were analyzed by Agilent 6460 Triple Quadrupole liquid chromatography/mass spectrometry (Agilent Technologies, CA, USA).

### 4.9. Western Blotting

Twenty milligrams of cell protein lysate was resolved by SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad, Hercules, CA, USA) following standard protocol. Primary and secondary antibodies: PPARg (CST, Fall River, MA, USA, #2435), SREBF1 (Thermofisher, Waltham, MA, USA, #MA511683), GAPDH (CST, #2118), and HRP goat anti-rabbit secondary antibody (CST, #7074). The bands were captured using X-ray film (Fujifilm, Tokyo, Japan) exposed by chemiluminescent HRP substrate (Millipore, Burlington, MA, USA). 

### 4.10. Agilent Seahorse XF ATP Real-Time Rate Assay

3T3-L1 cells were cultured in XFe96 cell culture microplate (Agilent) following previously described with the 3 groups, undifferentiated, differentiated, and lysine-free. After the differentiation stage, cells were subject to Agilent Seahorse XF ATP Real-Time rate assay following manufacturer’s protocol. In brief, basal oxygen consumption rate (OCR) was first monitored followed by addition of 15 μM Oligomycin to block the mitochondrial ATP synthase. The reduction in OCR representing the mitochondrial ATP synthesis was calculated using software Wave (Agilent Technologies, CA, USA).

## 5. Conclusions

The current research described the transcriptomic changes in 3T3-L1 cells in the absence of lysine in a culture medium. Other than traditionally identified pathways, we found that mitochondria and lysosome pathways were critical for adipocyte differentiation. Cells cultured under a lysine-depleted environment triggered the disruption of amino acid and carbon metabolism. We also identified that IL6 was overexpression in lysine-free conditions and can partially suppress the adipogenesis process in 3T3-L1 cells. Functional and proteomic studies are worth conducting to further confirm the findings in the current research. Our new findings shed light on the importance of manipulating amino acids as therapeutic targets against obesity and provide evidence to support the use of lysine-depleting enzymes for therapy.

## Figures and Tables

**Figure 1:**
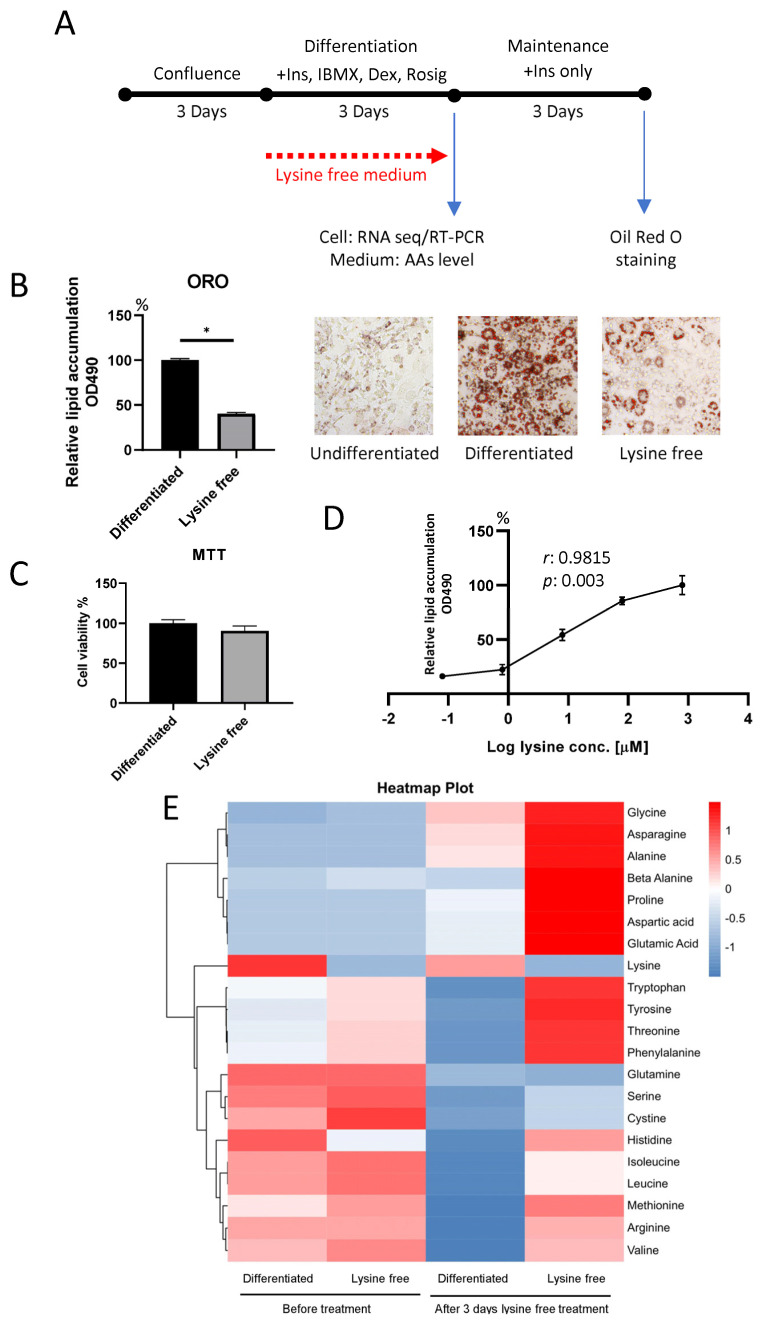
Lysine depletion during the 3T3-L1 cell differentiation period suppressed adipogenesis and altered amino acid metabolism. (**A**) The schematic diagram demonstrates the experimental design; lysine-free medium was applied only in the differentiation period. (**B**) Reduction in lipid formation in lysine-free treatment was found 3 days after differentiation by Oil-Red O (ORO) staining. (**C**) Cell viability of the cells determined by MTT assay. Data are expressed as means ± SE with n = 3 in each condition. * *p* <0.05 using the Mann–Whitney U test. (**D**) 3T3-L1 cell response to lysine concentration in a dose-dependent manner (800, 80, 8, 0.8, and 0.08 μM). Data are expressed as means ± SE with n = 3 in each condition. Correlation was analyzed using Pearson’s correlation test. (**E**) Heatmap of amino acid content in culture medium before and after treatment.

**Figure 2:**
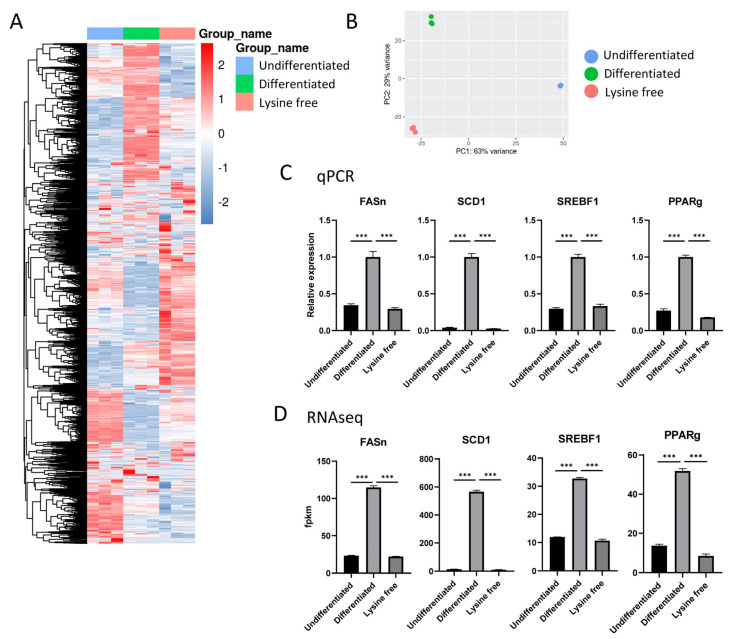
RNAseq data were highly consistent within the group and coherent with real-time qPCR data. (**A**) Heatmap of all genes in samples of the 3 groups, including undifferentiated, differentiated, and lysine-free (Lysfree). (**B**) PCA plot showing that the samples within the group were highly stable. (**C**) qPCR of the representative adipogenic genes FASn, SCD1, SREBF1, and PPARg. (**D**) The expression level of the adipogenic genes in fpkm from RNAseq analysis. Data are expressed as means ± SE with n = 3 in each condition. *** *p* < 0.001 using the one-way ANOVA followed by the Bonferroni test.

**Figure 3:**
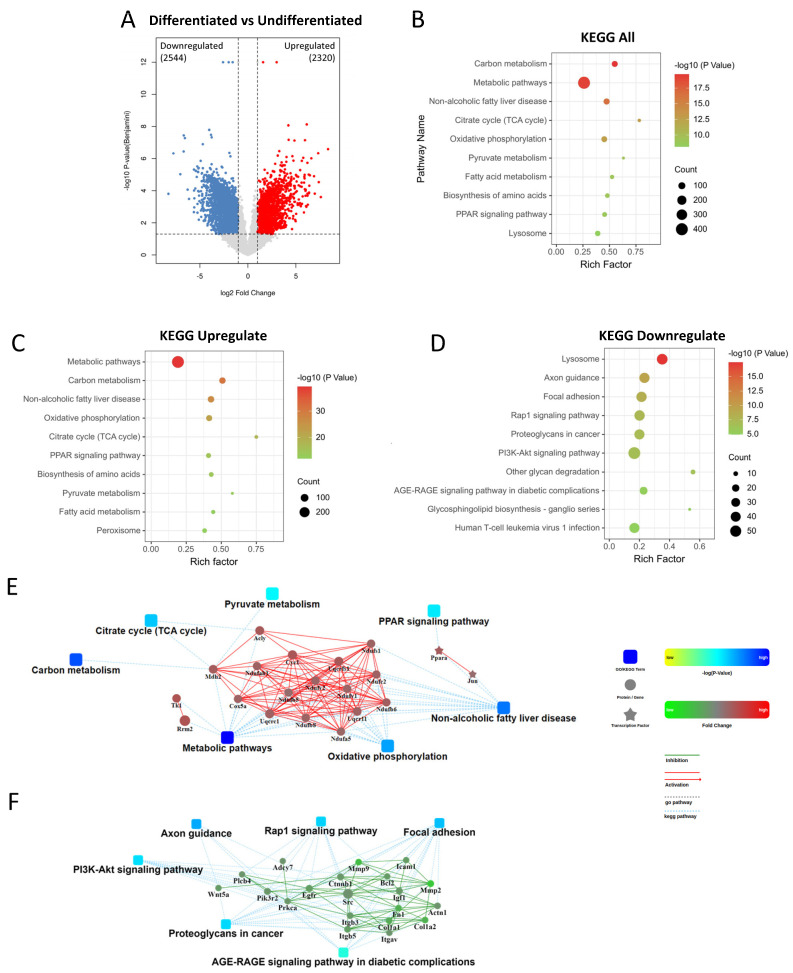
DEGs analysis from the differentiated group against the undifferentiated group. (**A**) Volcano plot presenting the distribution of DEGs with 2320 genes upregulated and 2544 genes downregulated. (**B**) KEGG enrichment of all DEGs. (**C**) KEGG enrichment of the upregulated DEGs. (**D**) KEGG enrichment of the downregulated DEGs. (**E**) PPI analysis of the upregulated pathways. (**F**) PPI analysis of the downregulated pathways.

**Figure 4:**
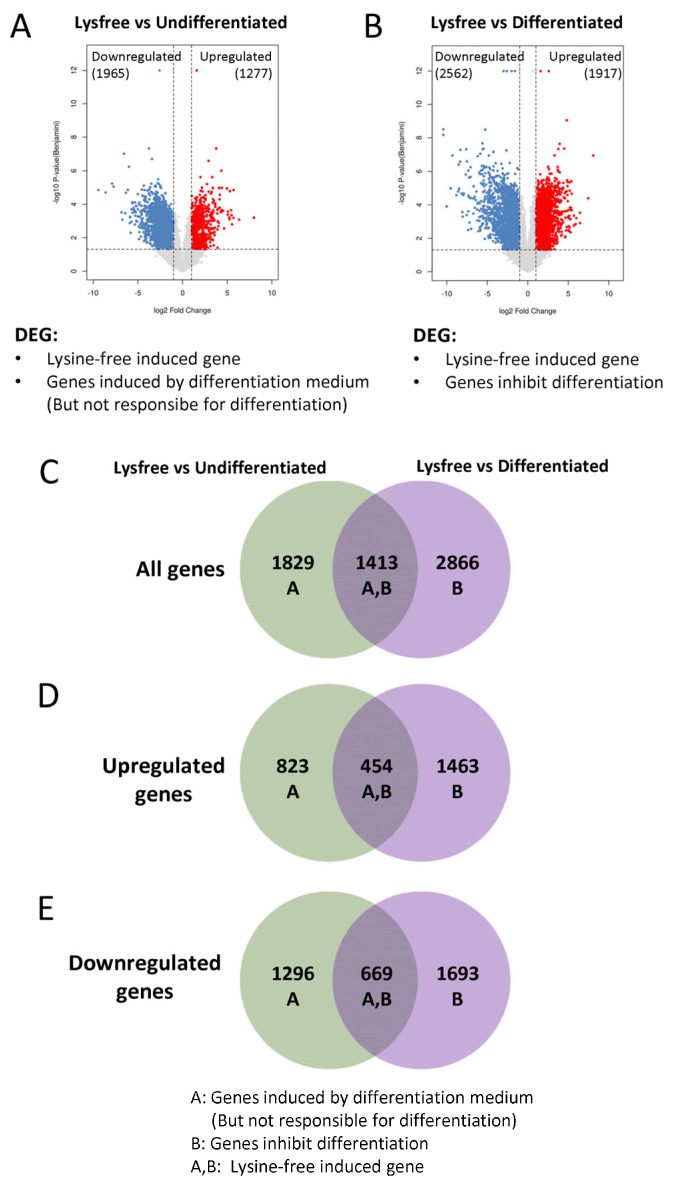
Venn diagram identifying DEGs specifically induced by lysine depletion, genes inhibited adipogenesis, and genes induced by differentiation medium but not critical for adipogenesis. (**A**) Volcano plot presenting the comparison between Lysfree and Undifferentiated groups with 1277 genes upregulated and 1965 genes downregulated. (**B**) Volcano plot presenting the comparison between Lysfree and Differentiated groups with 1917 genes upregulated and 2362 genes downregulated. (**C**–**E**) Venn diagram overlapping (**C**) all DEGs identified, (**D**) all upregulated DEGs identified, and (**E**) all downregulated DEGs identified.

**Figure 5:**
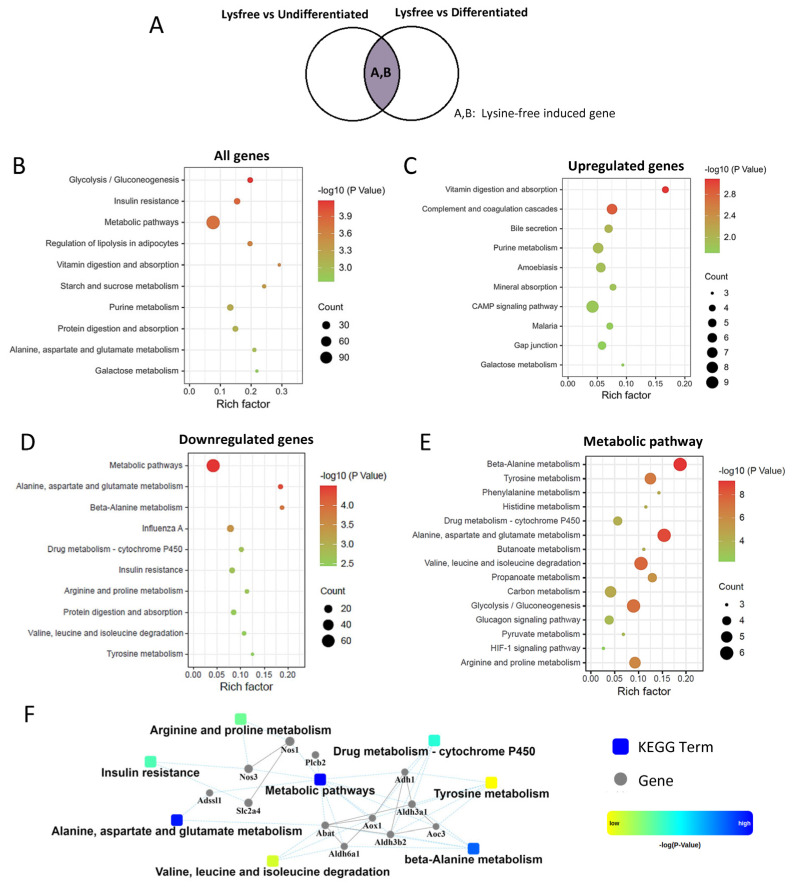
Lysine depletion dramatically downregulated amino acids and carbon metabolic pathways. (**A**) Venn diagram showing the portion of DEGs analyzed. (**B**–**D**) KEGG enrichment of DEGs induced by lysine-auxotroph: (**B**) all DEGs, (**C**) the upregulated DEGs, and (**D**) the downregulated DEGs. (**E**) KEGG enrichment of the downregulated DEGs from the metabolic pathways. (**F**) PPI analysis of the downregulated metabolic pathways.

**Figure 6:**
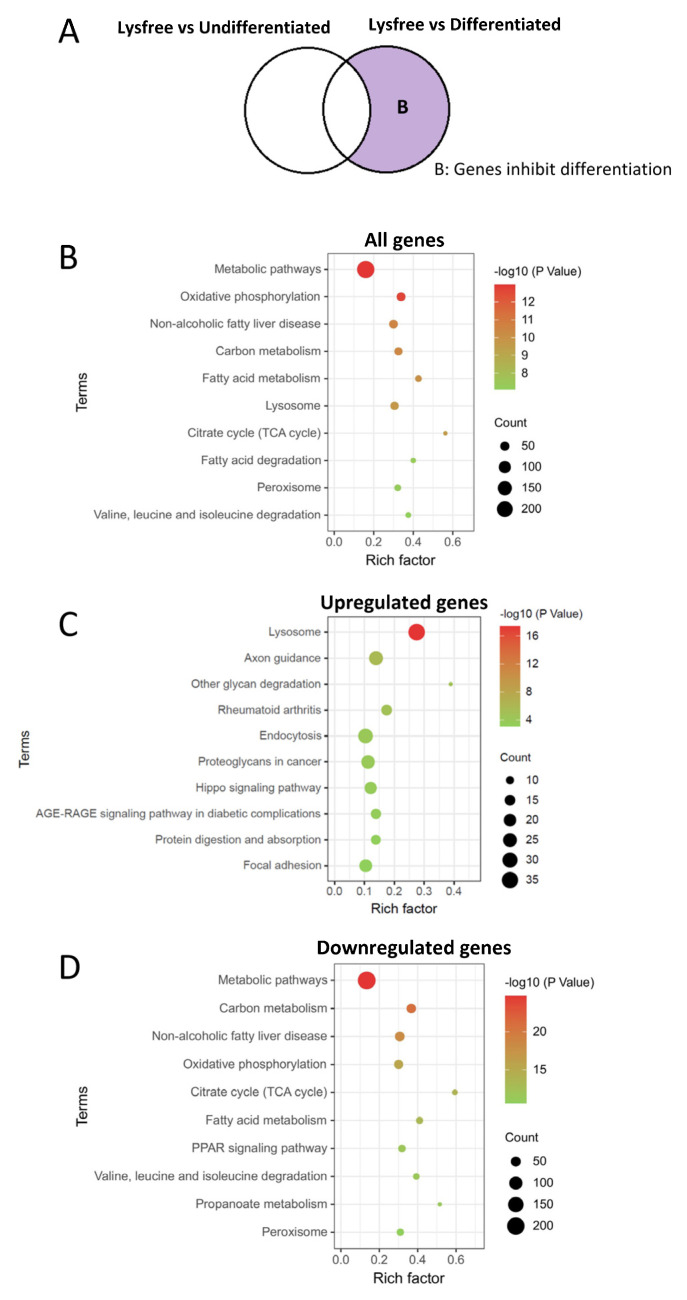
Suppression of metabolic pathways and upregulation of lysosome pathway were identified as critical transcriptomic changes for the inhibition of the adipogenesis process. (**A**) Venn diagram showing the portion of DEGs analyzed. (**B**–**D**) KEGG enrichment of DEGs, (**B**) all DEGs, (**C**) the upregulated DEGs, and (**D**) the downregulated DEGs.

**Figure 7:**
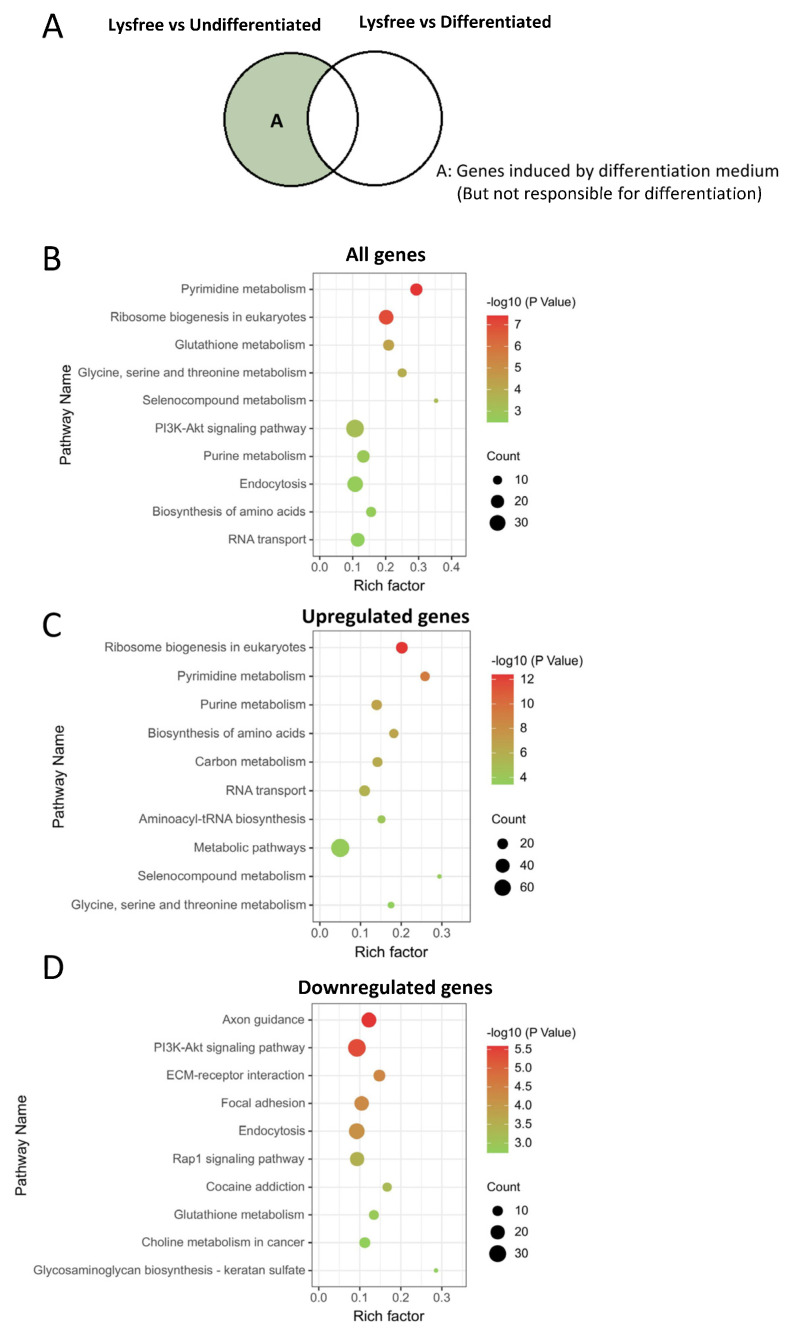
Identification of pathways that did not play any functional roles in adipogenesis but were induced during cell differentiation. (**A**) Venn diagram showing the portion of DEGs analyzed. (**B**–**D**) KEGG enrichment of DEGs, (**B**) all DEGs, (**C**) the upregulated DEGs, and (**D**) the downregulated DEGs.

**Figure 8:**
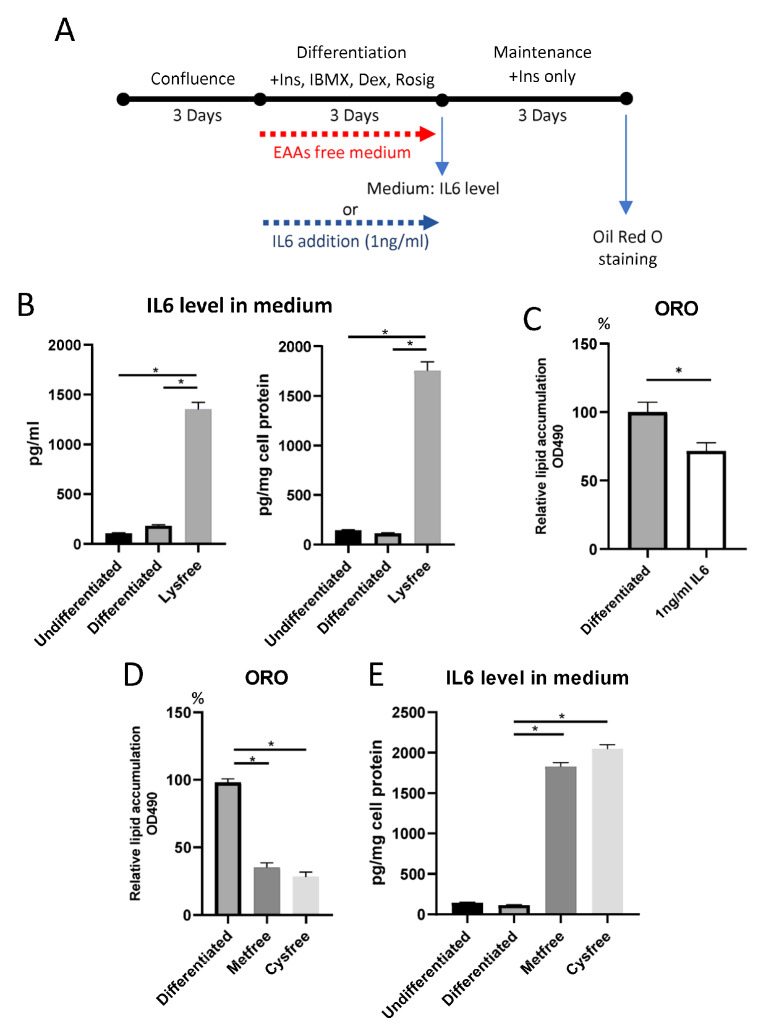
IL6 level in the medium was significantly increased in 3T3-L1 cells cultured under amino acid depletion medium for 3 days. (**A**) The schematic diagram demonstrated the experimental design. (**B**) IL6 level in medium raised in cells cultured under lysine-free medium. Data presented as pg/mL (left) and pg/mg cell protein (right). (**C**) Adipogenesis was partially suppressed by treatment with 1 ng/mL IL6 in the medium during the differentiation period. Data are expressed as means ± SE with n = 4 in each condition * *p* < 0.05, Mann–Whitney U test. (**D**) Methionine and Cystine depletion (Metfree and Cysfree) suppressed the adipogenesis of 3T3-L1 cells. (**E**) IL6 concentration in the medium was increased in cells cultured under Metfree and Cysfree environments. For (**B**,**D**,**E**), data are expressed as means ± SE with n = 3 in each condition * *p* < 0.05, one-way ANOVA followed by the Bonferroni test.

**Table 1:** Primer sequence for qPCR.

Gene	Forward	Reverse
FASn	CCCAGCGGTAGAGAATAGCA	GGGTCCACTAAACTGAGCCT
SCD1	TCCAACTCATGTGCCTCTGT	AACAACCAACCCTCGCATTC
SREBF1	TTGTTCCTTTGCCTTCCAGC	GATGCCGACCAGATTCCCTA
PPARg	TGACAGACCTCAGGCAGATC	AGAAGGAACACGTTGTCAGC
IL6	TCCTTCCTACCCCAATTTCCA	GTCCACAAACTGATATGCTTAGG
Tbp	TGCTGTTGGTGATTGTTGGT	ACTGGGAAGGCGGAATGTAT

## Data Availability

RNAseq raw data are available in the GEO database with access number GSE223846.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24119402/s1.

# Supplementary material for: Lysine Deprivation Suppresses Adipogenesis in 3T3-L1 Cells: A Transcriptome Analysis
**Source:** Int J Mol Sci. 2023 May 28;24(11):9402. doi: 10.3390/ijms24119402

## Supplementary Figures and Table

### Lysine deprivation suppresses adipogenesis in 3T3-L1 cells: A transcriptome analysis

Leo M.Y. Lee, Z. Q. Lin, L. X. Zheng, Y. F. Tu, Y. H. So, X. H. Zheng, T.J. Feng, X. Y. Wang, W. T. Wong, Y.C. Leung

**Supplementary Figure S1. Absolution quantification of the amino acids level in medium.** Three samples from an individual experiment were pooled and subjected to quantification. (A) Table summarized the quantified amino acids level in medium. (B) Graphs demonstrating the change of individual amino acids levels in medium before and after treatment.

A

| sample        | Amino acid concentration (uM) |             |                 |             |
|---------------|-------------------------------|-------------|-----------------|-------------|
|               | Before treatment              |             | After treatment |             |
|               | Differentiated                | Lysine Free | Differentiated  | Lysine free |
| Histidine     | 247.3                         | 190.2       | 127.0           | 226.3       |
| Asparagine    | 1.0                           | 1.0         | 40.1            | 85.2        |
| Arginine      | 300.4                         | 300.4       | 122.9           | 292.0       |
| Serine        | 369.4                         | 398.3       | 23.9            | 148.0       |
| Glutamine     | 2482.1                        | 2437.5      | 456.1           | 286.2       |
| Glycine       | 425.7                         | 461.7       | 849.9           | 1208.1      |
| Aspartic acid | 9.8                           | 10.5        | 18.9            | 54.8        |
| Glutamic Acid | 76.6                          | 84.0        | 141.2           | 400.6       |
| Threonine     | 665.0                         | 718.3       | 548.9           | 816.8       |
| Alanine       | 80.4                          | 87.2        | 624.1           | 1293.4      |
| Proline       | 17.5                          | 19.2        | 117.8           | 449.0       |
| Lysine        | 627.7                         | 18.6        | 440.6           | 1.2         |
| Cystine       | 383.5                         | 457.3       | 165.1           | 249.7       |
| Tyrosine      | 336.3                         | 364.3       | 276.6           | 429.1       |
| Methionine    | 151.9                         | 166.5       | 86.8            | 174.7       |
| Valine        | 663.2                         | 702.7       | 406.8           | 662.4       |
| Isoleucine    | 672.5                         | 726.8       | 228.2           | 562.6       |
| Leucine       | 688.3                         | 744.9       | 233.7           | 574.5       |
| Phenylalanine | 340.1                         | 368.6       | 264.0           | 430.6       |
| Tryptophan    | 65.9                          | 70.4        | 45.0            | 87.7        |
| Beta Alanine  | 9.4                           | 10.7        | 9.9             | 22.2        |

B

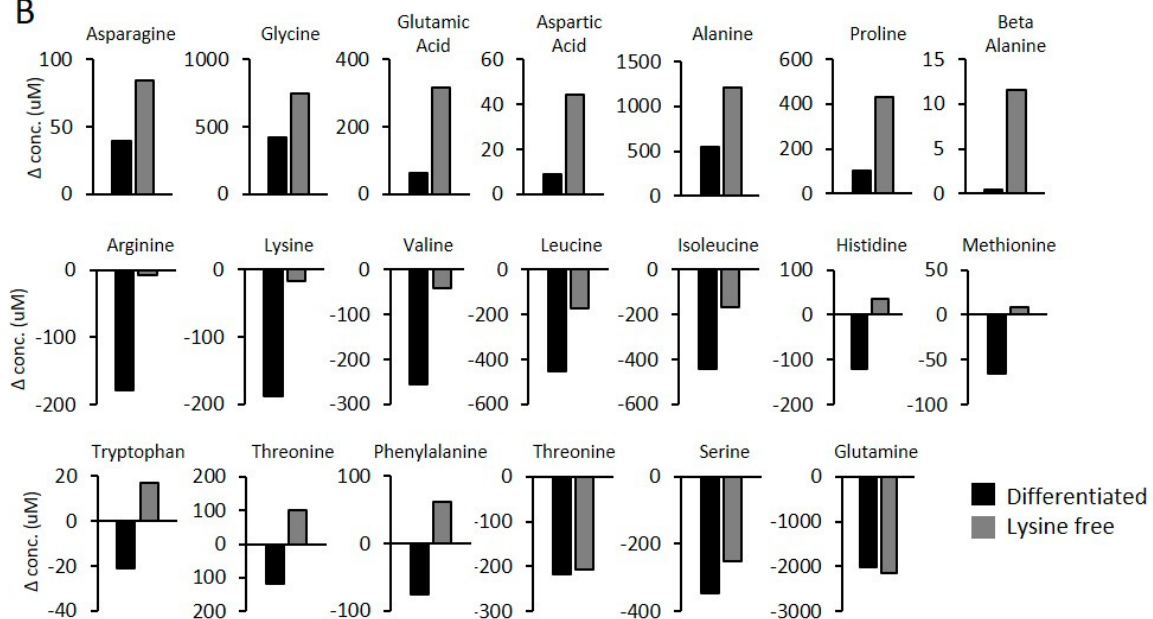

**Supplementary Figure S2. Protein level of the key nuclear transcription factors PPAR $\gamma$  and SREBF1 were suppressed under lysine-free treatment.** (A) The schematic diagram demonstrated the experimental design for protein analysis using western blotting (WB). (B) WB image of PPAR $\gamma$ , SREBF1 and GAPDH in differentiated cells and cells under lysine-free medium.

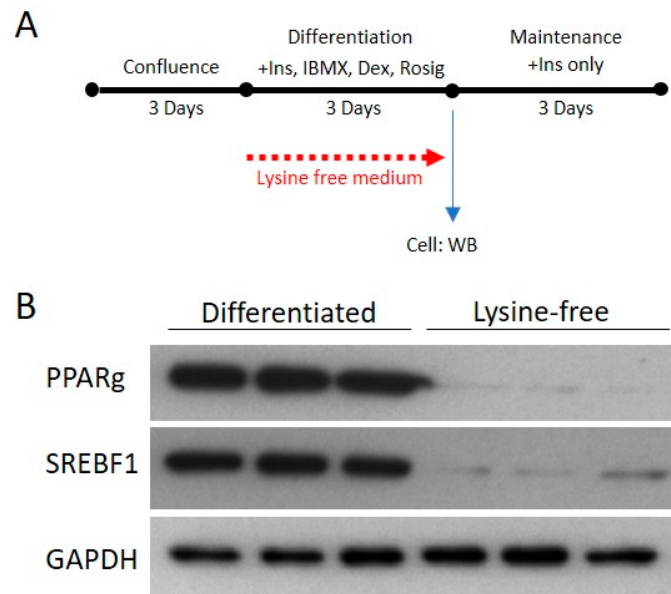

**Supplementary Figure S3. Lysine deprivation triggered IL6 upregulation.** (A) PPI analysis of all DEGs from the KEGG enriched pathways in Lysfree against the Undifferentiated group. (B) PPI analysis of all DEGs from the KEGG enriched pathways in Lysfree against Differentiated group. (C) Gene expression level of the IL6 in fpkm from RNAseq analysis. Data were expressed as means  $\pm$  SE with n=3 in each condition. \*\*\* p < 0.001 using the One-way ANOVA followed by the Bonferroni test.

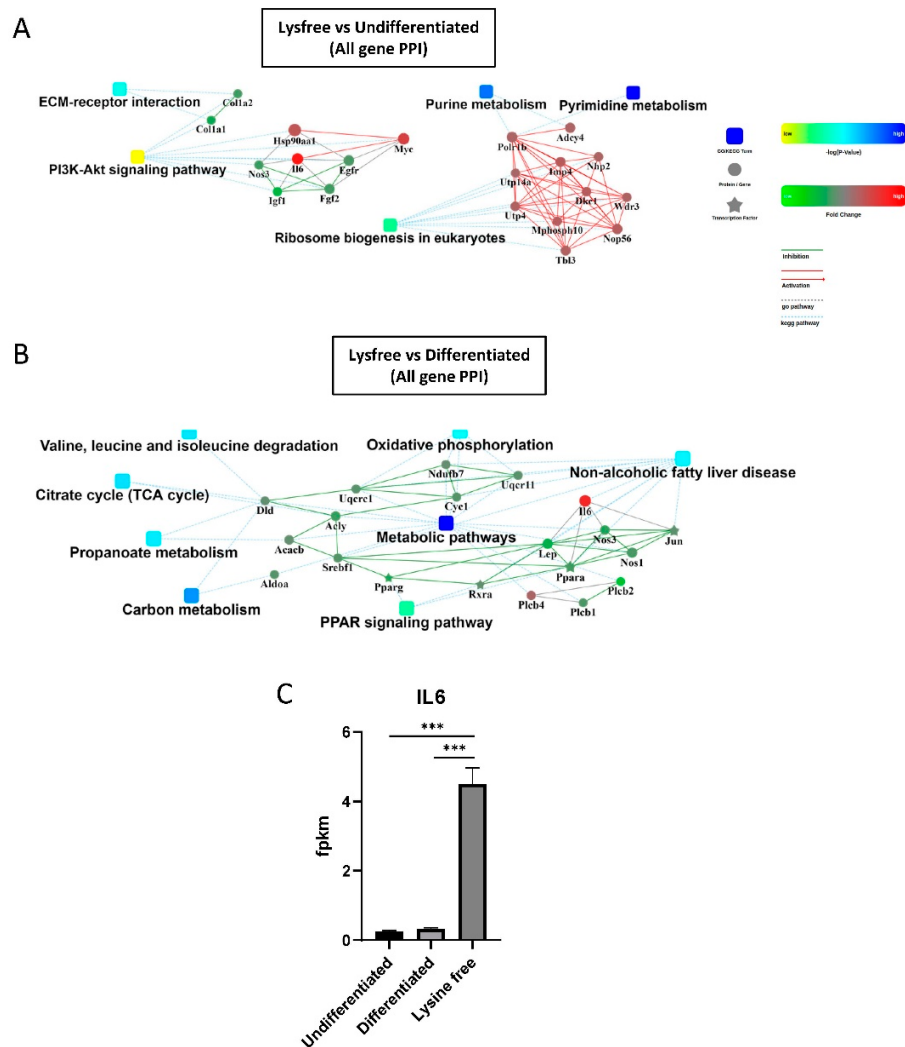

**Supplementary Figure S4. Mitochondrial ATP synthesis was inhibited in 3T3-L1 cells cultured under lysine-free medium.** ATP synthesizing rate calculated from the change in oxygen consumption rate after adding mitochondria ATP synthase inhibitor, oligomycin. Data were expressed as means  $\pm$  SE with n=6 in each condition. \*\* $p < 0.01$  and \*\*\* $p < 0.001$  using the One-way ANOVA followed by the Bonferroni test.

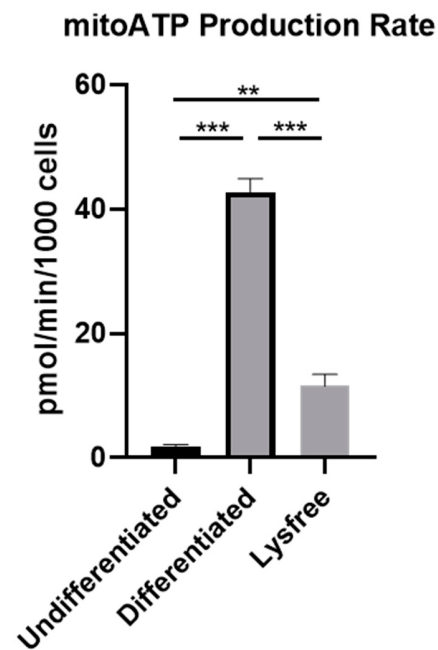

**Supplementary Figure S5. The up-regulation of IL6 expression is dose-dependent and reversible upon lysine refeeding.** (A) The expression level of IL6 is inversely proportional to medium lysine concentration. Correlation was analyzed using Pearson correlation test. (B) Schematic diagram for experimental design of the lysine refeeding. (C) Addition of 800uM lysine in medium can reversed the over-expression of IL6 in 3T3-L1 cells. Data were expressed as means  $\pm$  SE with n=3 in each condition. \*\*\* $p < 0.001$  using the One-way ANOVA followed by the Bonferroni test.

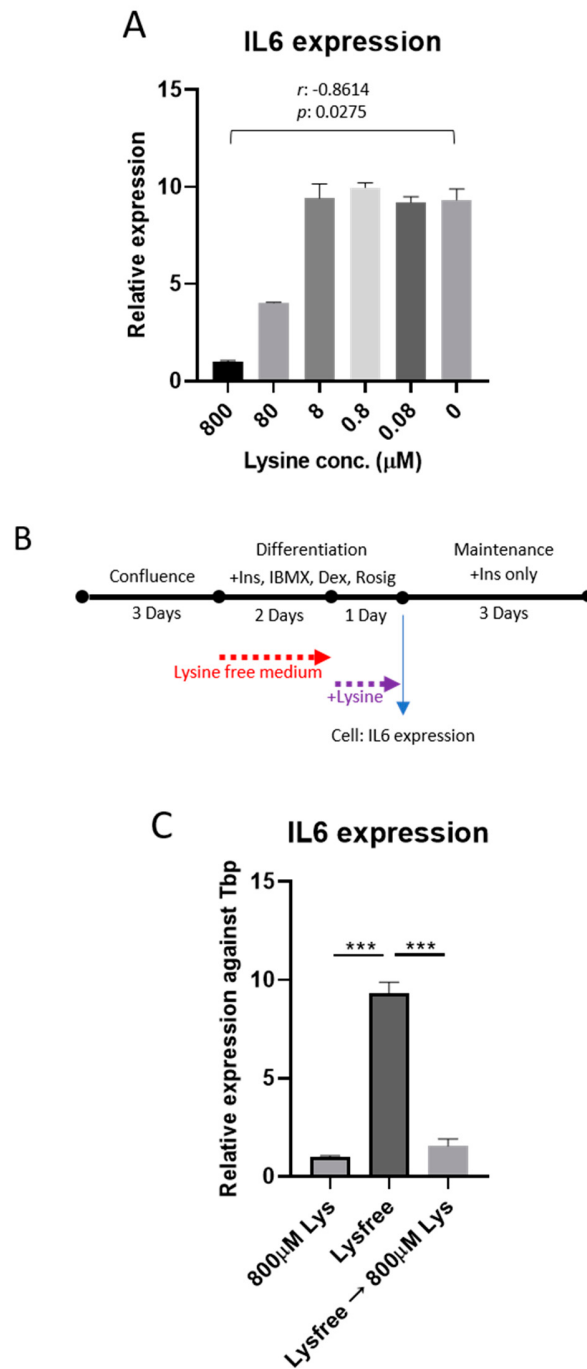

**Supplementary Figure S6. The RNAseq data is matched with some published findings.** (A) Lysine deprivation only downregulated CEBPa, but not CEBPb or CEBPd as reported by Kyoya et al [27]. (B-C) Trpv4, Trpm4, and Trpm5 were significantly downregulated (B) while Trpv1, Trpv2, and Trpc1 were significantly increased (C) in the differentiated adipocytes, as reported by Sun et al [28]. Data were expressed as means  $\pm$  SE with n=3 in each condition. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$  using the One-way ANOVA followed by the Bonferroni test.

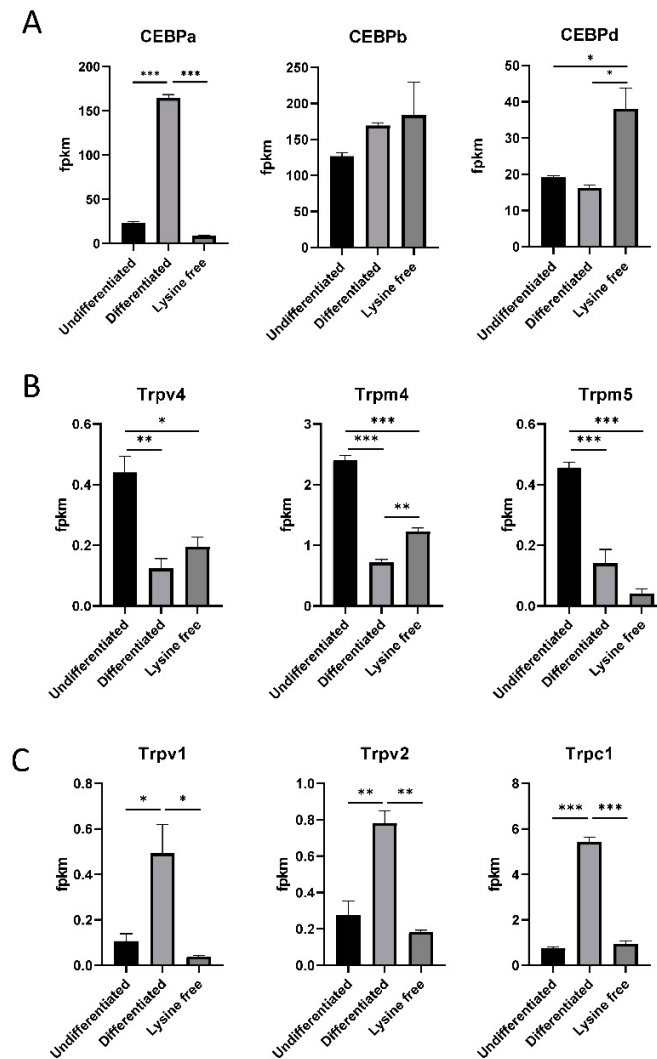

**Supplementary Figure S7. Lysine deprivation suppressed lipolysis in 3T3-L1 cells.** The three major lipases in the lipolysis pathway, adipose triglyceride lipase (ATGL), hormone-sensitive lipase (HSL), and monoacylglycerol lipase (MGL), which breaks triglyceride into glycerol and free fatty acid were presented. Data were expressed as means  $\pm$  SE with n=3 in each condition. \*\*\* $p < 0.001$  using the One-way ANOVA followed by Bonferroni test.

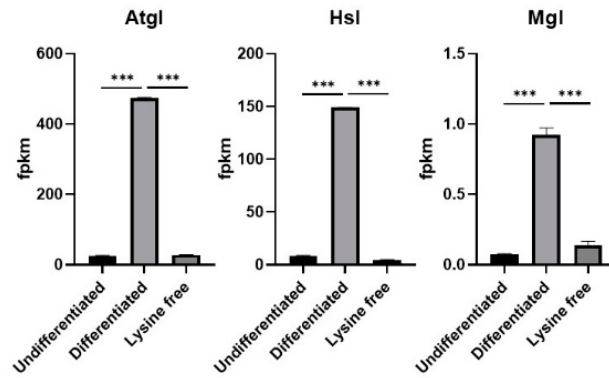

**Supplementary Figure S8. Lysine deprivation mimicked transcriptomic change of IL6 supplementation.** (A) Genes upregulated by IL6 treatment were found to have increased in cells under lysine-depletion. (B) Genes downregulated by IL6 were found decreased under lysine starvation. Data were expressed as means  $\pm$  SE with  $n=3$  in each condition. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$  using the One-way ANOVA followed by Bonferroni test.

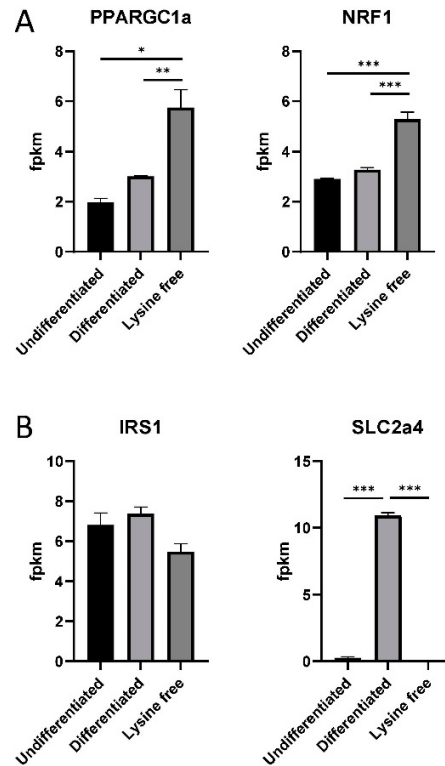

**Supplementary Figure S9. Lysine deprivation activated lysosomal protease.** (A) Lysosomal-associated membrane protein 1 (LAMP1) expression level. (B) Lysosomal proteinase legumain (LGMA), tripeptidyl peptidase 1 (TPP1) and (C) the cathepsin (CTS) family expression level. Data were expressed as means  $\pm$  SE with  $n=3$  in each condition. \* $p < 0.05$ , \*\* $p < 0.01$  and \*\*\* $p < 0.001$  using the One-way ANOVA followed by Bonferroni test.

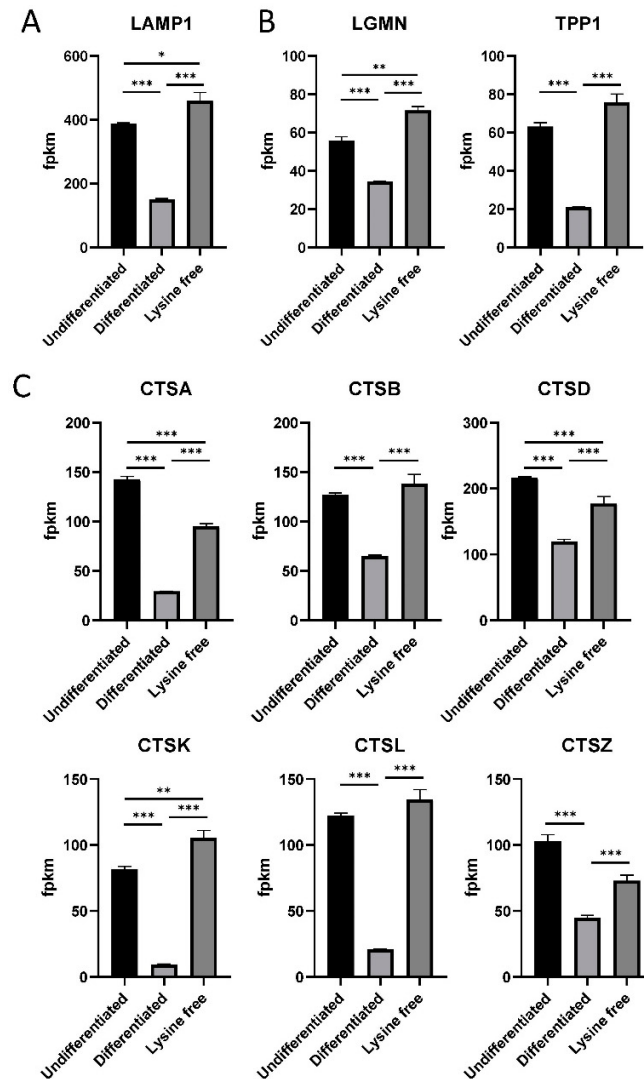

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

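Poly A RNA of 3T3-L1 cells was measured in 9 libraries, 3 each of undifferentiated cells (Undifferentiated), cells in differentiation medium (Differentiated) and cells in differentiation medium without added lysine (Lysfree). Conditions and replicates were taken from the sample labels and the paper's methods, and the sample name of every column in the deposited tables matched a single sample. The authors trimmed the reads, mapped them to mm10 (GRCm38) with HISAT2 and deposited the count of reads per gene, not normalized. The authors also deposited FPKM for the same 54532 genes. The ratio of FPKM to count showed that FPKM was normalized for gene length and for a total per library. The paper's text does not name the counting tool, its strand setting or the annotation. Of the gene identifiers, 54495 occur in GENCODE vM21, which is built on GRCm38, and 53585 of these have the same start and end there. Coordinates are those of the deposited tables. Genes with an overlapping neighbour are reported as such, since reads of the overlap could be assigned to either gene.

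Total counts ranged from 15880144 to 21806693 per library, with a median of 17784064. A gene with at most 3 counts in every library of a group was treated as being at the floor, and a fold change against such a group is given as a lower bound computed against 3 counts. Intervals of this kind cover counting error only. For 9130204L05Rik, with 3 counts in each Undifferentiated library, the fitted change is given in place of a bound.

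Differential expression was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, Benjamini-Hochberg adjustment) in R 4.3.3, separately for the 6 libraries of Differentiated vs Undifferentiated, Lysfree vs Undifferentiated and Lysfree vs Differentiated, over genes with a count above 0 in any of the 6. DEGs had an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The genes named are all genes that the paper names and, in each comparison, the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 1 CPM (counts scaled by library size, edgeR's cpm) and no overlap between replicates of the groups. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1, so p values come from the model across all genes.

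Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01. There were 26 lists, written by hand from gene symbols, for complex I, oxidative phosphorylation with its nuclear and mitochondrially encoded parts, the citrate cycle, fatty acid metabolism, PPAR targets and adipocyte markers, glycolysis, lysosome, lysosomal proteases, collagen, ECM-receptor interaction, ribosome biogenesis, pyrimidine, purine, alanine, aspartate and glutamate, beta-alanine, and branched-chain amino acid metabolism, vitamin absorption, aminoacyl-tRNA synthetases, ATF4 targets, IL6 and STAT3 targets, secreted inflammatory proteins, cholesterol synthesis, proliferation, and lysine metabolism and transport. KEGG pathways, the Rap1 pathway and the PI3K-Akt pathway were not analysed here. Enrichment of the lists among DEGs and their overlaps was tested with one-sided Fisher's exact tests against the genes that passed edgeR's expression filter, adjusted over 338 tests. In these tests, the parts outside the overlap left out only genes that were DEGs in the same direction in both comparisons.

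The lists, the tests of differential expression, of the lists and of their enrichment among DEGs, the rule for named genes and the alternatives were set before the data were examined. The pairing of 14 lists with Reactome pathways shipped with fgsea 1.28.0 was made after the results of the lists had been seen. The tests of gene length, RNA from differentiated cells and library size on Lysfree 1, the count of lysine metabolism and transport genes and the simulations for pairs of comparisons that include Differentiated vs Undifferentiated were also chosen after the results they bear on had been seen. The alternatives were DESeq2 1.42.0, size factors by the median of ratios, library sizes alone, edgeR's expression filter, at least 10 counts in every library, all 9 libraries in a single fit, a term for the replicate number, a test against a 2-fold change, no fold change threshold, limma on log2(FPKM + 1) and log2(FPKM + 0.1), leaving out each replicate in turn, and for lists fry, an estimated correlation and the Reactome pathways. The tests were checked on counts simulated from the library means and sizes. Of 200 changed genes among 22922, edgeR recovered 196 with 16 false calls, DESeq2 192 with 5, and limma on log values 175 with 4. This simulation changed far fewer genes than differed in these data and held no library that stood apart as Lysfree 1 did. It therefore does not give the error rate of the comparisons reported. Overlaps between comparisons that share libraries were set against 20 simulations of unchanged groups.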

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

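Of the tests given here, the count of lysine transport and metabolism genes that fell was chosen only after the rise of Slc7a2 had been seen, and the Reactome pathways only after the results of the lists.

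The list of cell division genes (proliferation), which the paper does not discuss, had a median log2 fold change of 1.86 in Differentiated vs Undifferentiated (camera adjusted p = 6.4e-09, 29 of 30 genes higher) and of -1.59 in Lysfree vs Differentiated (camera adjusted p = 2.8e-08, 27 of 30 lower). Between Lysfree and Undifferentiated cells the list did not pass the threshold (camera adjusted p = 0.43), but it passed as a rise in Lysfree cells with fry (0.0026) and with the Reactome pathway of mitotic cell cycle genes (camera adjusted p = 0.0035), from 0.0026 to 0.57 over all alternatives. The tables argue against gene length, GC content or expression level as the cause, since among 10000 random lists matched on these the largest median in size was 0.82 in Lysfree vs Differentiated. They also argue against the normalization, since with library sizes alone the median was -1.52. The 10 most abundant genes took at most 8.21% of the counts of a library, and library totals overlapped between the groups. With the correlation between genes estimated, the adjusted p in Lysfree vs Differentiated was 0.130, and its other alternatives lay between 1.5e-08 and 0.0024. No batch is given in the labels or the paper. A hypothesis that stays open is that cells in differentiation medium with lysine were dividing more at the time of sampling than those without added lysine, which no measure of cell number in these libraries can test. Outside these libraries, the paper found no viability difference between normal and lysine-free medium by MTT assay, and it rules out a reduced cell number from this. The calls against Undifferentiated leave open whether division in Lysfree cells was also raised.

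Genes of cholesterol synthesis, also not discussed by the paper, had a median log2 fold change of 2.75 in Differentiated vs Undifferentiated (camera adjusted p = 7.8e-12, 22 of 23 genes higher) and -2.84 in Lysfree vs Differentiated (camera adjusted p = 1.9e-11, 22 of 23 genes lower). Between Lysfree and Undifferentiated cells the list did not pass the threshold with camera (adjusted p = 0.39) and was lower in Lysfree cells with fry (0.026, from 0.026 to 0.88 over all alternatives). Over all alternatives the adjusted p in Lysfree vs Differentiated ranged from 5.6e-13 to 0.08. Matched random lists reached 1.21 in size in the second comparison, and the median with library sizes alone was -2.77, which argues against gene length, GC content, expression level and the normalization as causes. Lower transcription of the sterol synthesis genes without lysine may be part of the same response as the fall of Srebf1 and Fasn, and no test here separates it from the general lack of differentiation.

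Slc7a2, which the paper does not name, had a log2 fold change in Lysfree vs Differentiated of 6.13 (standard error 0.29, edgeR adjusted p = 3.5e-13). The gene fell in Differentiated vs Undifferentiated (-2.53) and rose in Lysfree vs Undifferentiated (3.62), so that part of the difference between Lysfree and Differentiated cells lies in the low Differentiated level. It encodes a transporter of cationic amino acids, among them lysine. With each library left out in turn, the log2 fold change lay between 5.87 and 6.70, and it was 6.20 with library sizes alone and 1.44 on log2(FPKM + 1), where the pseudocount shrinks the change of a low gene, so that no single library and no normalization tried here produced it. The level in Differentiated cells rests on at most 7 counts per library, which limits the precision of the ratio. The gene has no overlapping neighbour, and a share of reads from related transporters was not tested. A rise of lysine transport and metabolism genes as a group is argued against, since 7 of 17 such genes fell in Lysfree vs Differentiated with an edgeR adjusted p under 0.05 and 4 rose. A response of this transporter to the missing lysine is a hypothesis that stays open, for the rise over the Undifferentiated level as well.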

How the results depend on the processing

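No test in this part was chosen only after its result had been seen, apart from the choice of Reactome pathways.

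With DESeq2, median-of-ratios size factors, library sizes alone, edgeR's expression filter, all 9 libraries in a single fit, a term for the replicate number, limma on log2(FPKM + 0.1) and each library left out, the counts of DEGs in the 3 comparisons stayed within 1.5 times the values reported. Leaving out 1 library gave 5037 to 5161 DEGs in Differentiated vs Undifferentiated, 3093 to 3448 in Lysfree vs Undifferentiated and 4120 to 4485 in Lysfree vs Differentiated. With at least 10 counts required in every library, which removes most low genes from the test, there were 3488, 2244 and 2891 DEGs in the same order. Without the fold change threshold there were 11260, 8428 and 9280. Limma on log2(FPKM + 1), where the pseudocount shrinks the change of low genes, gave 2726, 1474 and 2198. Testing against a 2-fold change gave 1596 in Lysfree vs Undifferentiated and 2657 in Lysfree vs Differentiated. The overlap of the Lysfree comparisons ranged from 1222 to 1575 genes. The ratio of the smallest distance between groups to the largest within a group was 15.6 with the 500 most variable genes, 6.06 on log2(FPKM + 1) and 7.26 after DESeq2's variance-stabilizing transformation. The depth of these libraries limits genes near the floor, such as Castor1, Nos1 and Nos3, whose calls rest on a few counts.

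Samples with the same replicate number did not deviate together. Across genes, the correlations of their deviations from the group means lay between -0.0842 and 0.115, and 2 of 9 were over 0.1, so the numbers do not pair the samples. With the replicate block there were 4837, 3179 and 4173 DEGs, and the same 44 list calls.

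Of the 78 list tests, 44 passed with camera, 68 with fry and 1 with the correlation estimated. Fry does not set a list against the other genes, so a pass with fry but not with camera answers a different question. With the estimated correlation the camera adjusted p in Differentiated vs Undifferentiated was 0.395 for complex I, 0.371 for oxidative phosphorylation, 0.167 for the citrate cycle, 0.134 for fatty acid metabolism, 0.0801 for the lysosome and 0.445 for collagen. In Lysfree vs Undifferentiated it was 0.183 for ECM-receptor interaction and 0.341 for both pyrimidine metabolism and vitamin absorption. The Lysfree vs Differentiated values were 0.152 for oxidative phosphorylation, 0.0801 for the citrate cycle, 0.170 for fatty acid metabolism, 0.0803 for the lysosome, 0.340 for alanine, aspartate and glutamate metabolism, 0.129 for beta-alanine metabolism and 0.0568 for branched-chain amino acid degradation. All of these kept their direction. A correlation estimated from 6 libraries is imprecise, and the cause was not tested.

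With Reactome pathways, the lysosome turned direction without passing the threshold in Differentiated vs Undifferentiated (camera adjusted p = 0.828) and Lysfree vs Differentiated (0.882), as did ECM-receptor interaction in Lysfree vs Differentiated (0.132). In Lysfree vs Undifferentiated pyrimidine metabolism (0.128), vitamin absorption (0.274) and branched-chain amino acid degradation (0.546) no longer passed, and purine metabolism passed (0.0113), as it did with fry (3.18e-04). Proliferation in Lysfree vs Undifferentiated (0.00347), ECM-receptor interaction (7.44e-08) and vitamin absorption (1.79e-04) in Differentiated vs Undifferentiated and vitamin absorption in Lysfree vs Differentiated (8.58e-04) newly passed. These pathways hold other genes than the lists. Pyrimidine metabolism gave 0.0530 with library sizes alone and 0.0288 to 0.0667 with 1 library left out, over the threshold without Lysfree 1 (0.0577), Lysfree 3 (0.0536), Undifferentiated 1 (0.0584) or Undifferentiated 3 (0.0667). Alanine, aspartate and glutamate metabolism in Lysfree vs Differentiated gave 0.0416 to 0.0648, over the threshold without Lysfree 2 (0.0635) or Lysfree 3 (0.0648). The cause was not tested.

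Lists near 0 turned direction. With fry these were the IL6 and STAT3 targets (9.19e-05) and secreted inflammatory proteins (0.589) in Differentiated vs Undifferentiated, and purine metabolism (0.0139) and inflammatory proteins (0.0219) in Lysfree vs Differentiated. With library sizes alone they were inflammatory proteins in Differentiated vs Undifferentiated (0.965) and Lysfree vs Differentiated (0.883) and purine metabolism in Lysfree vs Differentiated (0.980). With 1 library left out, lists that turned in some fits had adjusted p values of 0.956 to 0.997 (IL6 and STAT3 targets) and 0.813 to 0.993 (inflammatory proteins) in Differentiated vs Undifferentiated, 0.00932 to 0.884 (mitochondrially encoded genes, with the lowest value and a median of -0.39 without Lysfree 1) and 0.911 to 0.997 (inflammatory proteins) in Lysfree vs Undifferentiated, and 0.839 to 0.982 (purine metabolism) and 0.894 to 0.991 (inflammatory proteins) in Lysfree vs Differentiated. The cause was not tested.

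Over 109 tests of named genes, 12 changed in direction or in whether the adjusted p was under 0.05 under any setting. Of 1523 values, 20 no longer passed this adjusted p threshold, 3 newly passed it and 9 turned direction. Crossings of the 2-fold threshold were not counted. Ppargc1a in Lysfree vs Differentiated and Cebpd in Lysfree vs Undifferentiated (1.04, and 0.91 at the lowest with 1 library left out) were among these. Those that turned were small log2 fold changes in Lysfree vs Differentiated. Cebpb was -0.00328 on log2(FPKM + 1), -0.00411 on log2(FPKM + 0.1) and from -0.0431 (without Lysfree 3) to 0.49 (without Lysfree 1). With library sizes alone Eif2a was 0.0545, Rptor 0.0292 and Eif4ebp2 0.0395. With 1 library left out Eif2a ranged from -0.0903 (without Lysfree 1) to 0.0235 (without Lysfree 2), with 0.0134 without Differentiated 1, and Eif4ebp2 from -0.131 (without Lysfree 1, edgeR adjusted p = 0.0071) to 6.70e-04 (without Lysfree 3). In Fisher's exact tests, vitamin absorption among DEGs higher in Lysfree vs Undifferentiated and not also higher against Differentiated had an adjusted p of 0.138 with DEGs of DESeq2. Of the 338 Fisher's tests, 90 passed the threshold, 91 passed with DEGs of DESeq2, 87 of them the same, and 109 passed with all genes above 0 as background, among them the same 90.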

Differences from the paper's values

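No test in this part was chosen only after its result had been seen, apart from the choice of Reactome pathways.

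The paper gives an average of 45.32 M raw reads per library, and the counts on genes averaged 18.1 M (SD 2.14, n = 9). These are different quantities, raw reads against counts on genes. The libraries were paired-end, and the paper does not state whether its number or the counts take the reads of a pair singly or together, so the part of the gap that is due to this is not known. No alternative set before the data were examined changes the counts.

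The counts of DEGs were within 1.5 times the paper's. The paper reports for Differentiated vs Undifferentiated 2320 higher and 2544 lower genes, against 2545 and 2784 with edgeR and 2324 and 2523 with DESeq2, the tool the paper's methods name. In Lysfree vs Undifferentiated the paper reports 1277 and 1965, against 1324 and 2102 with edgeR and 1172 and 1965 with DESeq2. For Lysfree vs Differentiated it reports 1917 and 2362, against 1963 and 2544 with edgeR and 1756 and 2434 with DESeq2. For the lower genes the label of Figure 4B reads about 2600, read by eye, above each of these values, while the parts of Figure 4E sum to the number in the paper's text. The overlap of the Lysfree comparisons is about 1400 genes in Figure 4C, read by eye, against 1456. The first 2 principal components hold about 63% and 29% in the paper's plot, read by eye, against 57.9% and 31.4%.

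The paper reports no significant change of GCN2, eIF2a or ATF4, and none of these genes reached its 2-fold threshold here. The log2 fold change in Lysfree vs Differentiated was -0.41 for Eif2ak4 (edgeR adjusted p = 0.0048), 0.71 for Eif2s1 (edgeR adjusted p = 1.7e-06) and -0.41 for Atf4 (edgeR adjusted p = 0.0037), so that each had an adjusted p under 0.05 with a change of less than 2-fold. In limma on log2(FPKM + 1) Atf4 was not past the threshold (adjusted p = 0.051, over all alternatives from 1.1e-14 to 0.051). The paper states that no changes in the whole mTOR pathway were observed. Mtor had -0.56 (edgeR adjusted p = 5.6e-05) and Eif4ebp1 -0.41 (edgeR adjusted p = 0.017), both less than 2-fold. Eif4ebp1 was not past the threshold with library sizes alone (0.055), on FPKM or without Differentiated 2 (0.095), over all alternatives from 4.1e-08 to 0.11. The paper states that Irs1 was inhibited, and its log2 fold change of -0.36 (edgeR adjusted p = 0.013) was under the 2-fold threshold, and not past an adjusted p of 0.05 without Differentiated 1 (0.061) or Differentiated 2 (0.093).

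The paper ranks vitamin digestion and absorption first among the genes higher in Lysfree cells than in both other groups. Among the lists tested here, which are not the KEGG pathways, ATF4 targets had a smaller Fisher's exact adjusted p (8.0e-05) than vitamin absorption (0.0054). For the lower genes it ranks alanine, aspartate and glutamate metabolism first, and here PPAR targets and adipocyte markers (9.9e-07) and beta-alanine metabolism (0.0022) had smaller Fisher's exact adjusted p values than that list (0.0034). The paper reports purine metabolism as upregulated in Lysfree vs Undifferentiated, and the list was not past the threshold with camera (adjusted p = 0.08), but was with fry (3.2e-04) and the Reactome pathway (0.011), and was enriched among the higher DEGs (Fisher's exact test, adjusted p = 0.01). It reports ECM-receptor interaction among the genes lower in Lysfree vs Undifferentiated outside the overlap. Among the DEGs lower there and not also lower against Differentiated, the list held 7 of 51 genes (Fisher's exact test, adjusted p = 0.24). Among all genes lower in Lysfree vs Undifferentiated the adjusted p was 0.01 in the same test.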

Other observations

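The tests of gene length, of RNA from differentiated cells and of library size on Lysfree 1 were chosen only after the result was seen.

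Lysfree 1 stood apart from Lysfree 2 and 3. Over 10175 genes with at least 5 CPM, its log2 deviation from the other 2 had an SD of 0.424, which was 3.44 times the SD of 0.123 between Lysfree 2 and 3. The deviation fell with GC content (Spearman's rho -0.64 across genes, which are not independent) and rose with gene length (rho 0.31). Removing the GC trend left a ratio of 2.82 and removing the length trend left 3.23, and both together accounted for 35.9% of the variance, so that neither trend is the whole cause. GC content or length may be part of it. RNA from differentiated cells is argued against, since over 103 genes far higher in Differentiated cells the median share of the Differentiated level found in Lysfree 1 was 0% with 51 genes raised. RNA from undifferentiated cells is argued against in the same way, with a share of -0.0529% over 29 genes. Library size is argued against, since 3 libraries had smaller totals than Lysfree 1. In Lysfree 1, genes of the mitochondrial genome took 1.60% of the counts, against 0.879% and 0.906% in Lysfree 2 and 3, and genes annotated as microRNA took 0.0195% against 0.197% and 0.155%. A difference in RNA quality or library preparation, and a difference between the cultures, were not tested and stay open.

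ATF4 is controlled mainly by translation, so its targets were tested as a list of 36 genes for the hypothesis that they rise without lysine although Atf4 mRNA does not. The median log2 fold change in Lysfree vs Differentiated was 0.28 (camera adjusted p = 0.214, 21 genes higher and 15 lower), which did not pass the threshold, while fry passed it (3.3e-05, from 3.3e-05 to 0.34 over all alternatives). The list rose in Lysfree vs Undifferentiated (median 1.19, camera adjusted p = 6.5e-10) and also in Differentiated vs Undifferentiated (median 0.81, camera adjusted p = 3.8e-04). The DEGs higher in Lysfree cells than in both other groups held 8 of 36 of these genes, where 1.10 would fall by chance (Fisher's exact test, adjusted p = 8.0e-05), and those lower than in both held 0. Among all DEGs higher in Lysfree vs Differentiated there were 9 of 36 (Fisher's exact test, adjusted p = 0.11), and among those lower 2. Higher ATF4 activity without lysine than with it may hold for part of the list, but for the list as a set it cannot be told apart from a rise caused by the differentiation medium, since its members moved both ways against Differentiated. Aminoacyl-tRNA synthetase genes went the same way, with medians of 0.64 and 0.74 against Undifferentiated (camera adjusted p = 3.1e-05 and 2.9e-07) and 0.22 in Lysfree vs Differentiated (camera adjusted p = 0.23, fry 3.0e-04, from 3.0e-04 to 0.54 over all alternatives).

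Given the rise of Il6, 21 IL6 and STAT3 target genes were tested for the hypothesis of autocrine IL-6 signalling in Lysfree cells. Their median log2 fold change in Lysfree vs Differentiated was 0.67, with 16 genes higher and 5 lower (camera adjusted p = 0.156), and without Lysfree 1 it was 0.76 (camera adjusted p = 0.026). Socs3, a member of the list that was singled out after its values were seen, had a log2 fold change of 0.81 (standard error 0.13, edgeR adjusted p = 3.7e-05). The test leaves the hypothesis open, since 1 library decides the call. Against Undifferentiated the median was 0.55 (camera adjusted p = 0.035), and 0.35 without Lysfree 3 (0.065), and it was not past the threshold without Lysfree 2 (0.053) or Undifferentiated 3 (0.057). Between Differentiated and Undifferentiated cells the targets did not pass the threshold with camera (adjusted p = 0.98) and were higher with fry (9.2e-05, from 9.2e-05 to 1 over all alternatives). Genes for secreted inflammatory proteins did not pass the threshold with camera in any comparison (adjusted p = 0.99 in each, with 10 genes higher and 11 lower in Lysfree vs Differentiated), and fry gave 0.59 in Differentiated vs Undifferentiated, 2.6e-04 in Lysfree vs Undifferentiated and 0.022 in Lysfree vs Differentiated. Members of this list went both ways, and in Fisher's exact tests the DEGs higher in Lysfree vs Differentiated held 8 of 21 of them (adjusted p = 0.015) and the lower ones 8 of 21 (0.039), those higher in Differentiated vs Undifferentiated 8 of 20 (0.028) and the lower ones 8 of 20 (0.048), and the DEGs shared by the Lysfree comparisons 7 of 20 (0.0089). With camera, lysine metabolism and transport genes did not pass the threshold in any comparison (camera adjusted p = 0.19 in Differentiated vs Undifferentiated, 0.6 in Lysfree vs Undifferentiated and 0.34 in Lysfree vs Differentiated), for which fry gave 3.0e-05, 0.013 and 0.044 in the same order.

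Oxidative phosphorylation genes are encoded in the nuclear and the mitochondrial genome, and a fall through fewer mitochondria would be seen in both. Between Lysfree and Differentiated cells the 80 nuclear genes had a median log2 fold change of -1.04 (camera adjusted p = 7.2e-13), and -0.92 without Lysfree 1. The 12 mitochondrially encoded genes had -0.27 (camera adjusted p = 0.29), -0.14 without Lysfree 2, -0.16 without Lysfree 3 and -0.50 without Lysfree 1 (camera adjusted p = 0.0025). The mitochondrial genes thus fell by less than the nuclear genes in these fits, and by how much depends on Lysfree 1, so that fewer mitochondria cannot be told apart from lower transcription of the nuclear genes alone. Poly A selection also captures mitochondrial transcripts unevenly. In Differentiated vs Undifferentiated the nuclear genes shifted (median 1.24, camera adjusted p = 1.0e-14) and the mitochondrial genes did not pass the threshold with camera (median 0.31, adjusted p = 0.45) and passed it with fry (0.011, from 0.011 to 0.77 over all alternatives).

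Each comparison of 3 libraries against 3 has 10 splits of its libraries. The real split gave the most DEGs in each comparison, that is, 1 of 10 splits gave as many in Differentiated vs Undifferentiated, 1 of 10 in Lysfree vs Undifferentiated and 1 of 10 in Lysfree vs Differentiated, and a share below 0.1 cannot be reached with these numbers. The other splits gave 0 DEGs. At an unadjusted p under 0.05 they gave 112 to 152 genes, 107 to 414 genes and 119 to 241 genes in the 3 comparisons, against 12055, 9824 and 10547 for the real splits. Each of the other splits mixed libraries of both groups, so the group difference itself widened its replicate spread. Their counts are therefore not the number of genes that noise alone would give.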
